# Wnt5a and Notum influence the temporal dynamics of cartilaginous mesenchymal condensations in developing trachea

**DOI:** 10.3389/fcell.2025.1523833

**Published:** 2025-04-09

**Authors:** Natalia Bottasso-Arias, Megha Mohanakrishnan, Sarah Trovillion, Kaulini Burra, Nicholas X. Russell, Yixin Wu, Yan Xu, Debora Sinner

**Keywords:** Wnt, Notum, cartilage, morphogenesis, patterning, respiratory tract

## Abstract

**Introduction:**

The trachea is essential for proper airflow to the lungs for gas exchange. Frequent congenital tracheal malformations affect the cartilage, causing the collapse of the central airway during the respiratory cycle. We have shown that Notum, a Wnt ligand de-acylase that attenuates the canonical branch of the Wnt signaling pathway, is necessary for cartilaginous mesenchymal condensations. In Notum deficient tracheas, chondrogenesis is delayed, and the tracheal lumen is narrowed. It is unknown if Notum attenuates non-canonical Wnt signaling. We observed premature tracheal chondrogenesis after mesenchymal deletion of the non-canonical Wnt5a ligand. We hypothesize that Notum and Wnt5a are required to mediate the timely formation of mesenchymal condensations, giving rise to the tracheal cartilage.

**Methods/Results:**

*Ex vivo* culture of tracheal tissue shows that chemical inhibition of the Wnt non-canonical pathway promotes earlier condensations, while Notum inhibition presents delayed condensations. Furthermore, non-canonical Wnt induction prevents the formation of cartilaginous mesenchymal condensations. On the other hand, cell-cell interactions among chondroblasts increase in the absence of mesenchymal Wnt5a. By performing an unbiased analysis of the gene expression in Wnt5a and Notum deficient tracheas, we detect that by E11.5, mRNA of genes essential for chondrogenesis and extracellular matrix formation are upregulated in Wnt5a mutants. The expression profile supports the premature and delayed chondrogenesis observed in Wnt5a and Notum deficient tracheas, respectively.

**Conclusion:**

We conclude that Notum and Wnt5a are necessary for proper tracheal cartilage patterning by coordinating timely chondrogenesis. Thus, these studies shed light on molecular mechanisms underlying congenital anomalies of the trachea.

## Introduction

Patterning the developing respiratory tract requires precise interactions between the endoderm-derived epithelium and the surrounding mesenchyme (Caldeira et al., 2021; Nasr et al., 2020; Shannon and Hyatt, 2004). This feedback is essential to determine the branching pattern of the developing lung (Zhang et al., 2022), pulmonary epithelial cell differentiation (Brownfield et al., 2022), as well as cell differentiation of the mesenchyme and epithelium of the central airways of the respiratory tract (Bottasso-Arias et al., 2022; Zhou et al., 2022). Our previous studies have identified Notum as a target of epithelial Wls-mediated signaling that influences mesenchymal condensation and cartilaginous ring morphology. Furthermore, Notum is an essential component of a negative feedback loop attenuating Wnt/β-catenin signaling in developing mesenchyme (Gerhardt et al., 2018).

Wnt5a, a Wnt ligand triggering non-canonical response in developing respiratory tract, plays roles in epithelial cell differentiation and alveolarization, partially by inhibiting Wnt/β-catenin signaling via mechanisms dependent on Ror1/2 (Baarsma et al., 2013; Li et al., 2020). Aberrant expression of Wnt5a is also associated with cancerous lung disease, pulmonary fibrosis, bronchopulmonary dysplasia (BPD), and hyperoxia injury (Sucre et al., 2020). Non-canonical signaling exerts a critical role in the convergent extension movements of cells via planar cell polarity (PCP), supporting the elongation of different structures during development (Tada and Heisenberg, 2012), the position and branching pattern in developing lung (Zhang et al., 2022), tracheal length (Kishimoto et al., 2018), and the orientation and assembly of the epithelium and smooth muscle cells of the trachealis muscle (Kishimoto et al., 2018; Russell et al., 2023). Notably, in developing trachea, we detected a precise pattern of expression wherein Notum expression is positioned between epithelial Wnt7b (a ligand inducing Wnt/β-catenin (Wang et al., 2005)) and mesenchymal-produced non-canonical Wnt5a (Figure 1A). However, whether Notum can modulate non-canonical Wnt signaling and its effect on morphogenesis and disease outcome remains unclear.

**FIGURE 1:**
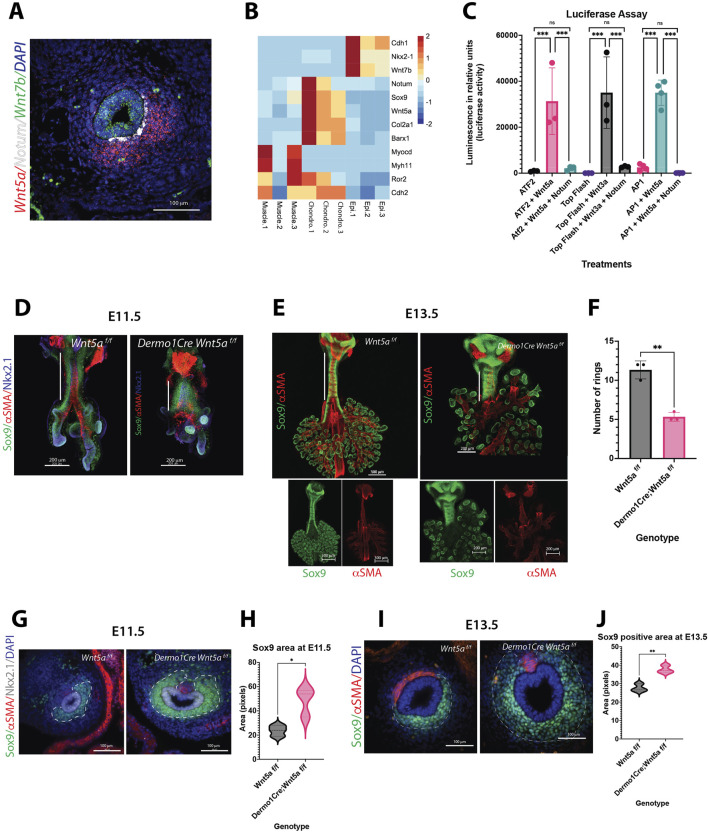
Wnt5a controls cartilage development, while Notum abrogates Wnt5a activity. **(A)** RNA *in situ* hybridization of E13.5 cross section depicting the localization pattern of Wnt non-canonical ligand *Wnt5a* (red) in the ventrolateral region of the trachea mesenchyme, and canonical ligand *Wnt7b* (green) expressed in the epithelium of the trachea. *Notum* (white) is located in the mesenchymal, subepithelial region in between *Wnt5a* and *Wnt7b* areas of expression. DAPI (blue) was used to stain the nuclei. 40x image. **(B)** Heatmap of RNAseq from cell sorted tracheal cells isolated at E13.5. Epi. antibody stained EpCAM (+) cells, Muscle. endogenous SMA-eGFP (+) cells, Chondro. EpCAM (−), SMA-eGFP (−) double negative cells. *Notum* and *Wnt5a* are expressed in chondroblast cells, identified by the expression of chondrogenic genes: *Col2a1* and *Sox9*. Otherwise absent in muscle and epithelial cells. **(C)** Luciferase assay performed on NIH3T3 cells transfected with ATF2, TOP Flash or AP1 reporter constructs. Co-transfection of Wnt5a expression plasmid increases the luciferase activity by the ATF2/AP1 constructs. In case of Wnt3a expression plasmid, it increases the luciferase activity by the TOP Flash construct. In all cases, when Notum expression plasmid is also added, this luciferase induction is abrogated. In this *in vitro* assay, Notum can dampen the activities of canonical (Wnt3a) and non-canonical (Wnt5a) ligands. n = 3 for each treatment group. ***p < 0.001, ns non-significant statistical differences. One-way ANOVA **(D–E)** Wholemount immunofluorescence (IF) of dissections of larynx-trachea-lungs at **(D)** E11.5 and **(E)** E13.5 of control (Wnt5a ^f/f^) and Wnt5a mutants (Dermo1cre; Wnt5a ^f/f^). Sox9 (green) is expressed in chondroblasts and epithelial cells of the distal lung. αSMA (red) is localized in muscle cells of the dorsal trachea and bronchi. This expression pattern is maintained in Wnt5a mutants compared to controls, but the trachea is shorter in length (white vertical full line) with defects in lung lobation noticeable by E13.5. At E11.5, there is no evidence of ring formation as noticed by the Sox9 (+) continuum observed in the trachea mesenchyme. At E13.5, Sox9 (+) cells in the trachea appear more defined in rings for Wnt5a mutants than controls. Dorsal trachea muscle cells (αSMA (+) show defects in orientation, particularly towards the proximal region, closer to the larynx. Scale bars: 200 um for E11.5 samples, 300 um for the E13.5 control image, and 200um for the E13.5 Wnt5a mutant image. Single channels are shown for whole mounts at E13.5 **(F)** Reduction in the tracheal ring number by E14.5 in mutans vs. controls. n = 3 for each genotype. ^**^p < 0.01 **(G)** IF of cross sections of control and Wnt5a mutant at E11.5. Chondroblasts are Sox9 (+) (green), muscle cells are αSMA (+) (red), and respiratory epithelial cells are Nkx2.1 (+) (grey). In wnt5a mutants Sox9 (+) area is larger than the controls. **(H)** Sox9 staining intensity quantification of **(G)** within the area delimited by a dashed white line. n = 3 ^*^p < 0.05 **(I)** IF of cross sections of E13.5 embryos. Sox9 (+) (green) area (delimited by a dashed white line) is larger in Wnt5a mutants compared to controls. Sox9 expression also extends dorsally. Muscle cells (αSMA (+), red) are organized differently in Wnt5a mutants vs. controls. 40x images. **(J)** Sox9 staining intensity quantification of **(I)** within the area delimited by a dashed white line. n = 3 ^**^p < 0.01.

Previous studies have shown that anomalous cartilage patterning leads to congenital malformations such as tracheomalacia, a genetic structural abnormality of the trachea with weak cartilage lining, and tracheal stenosis, with both impairing breathing. We identified compound heterozygous single nucleotide variant (SNV) in ROR2 in patients diagnosed with complete tracheal ring deformity (CTRD), a condition characterized by tracheal stenosis (Sinner et al., 2019). ROR2 encodes the receptor of WNT5A supporting a role for the ligand Wnt5a via ROR2 mediated signaling in the patterning of the central airways of the respiratory tract in humans.

Chondrogenesis leading to mature cartilage is a tightly regulated process encompassing morphogenetic events and phenotypic changes (Goldring et al., 2006). The first step in chondrogenesis is cell condensation and the formation of condensed cell aggregates. The process of mesenchymal condensation primarily involves an increase in local cell density, mediated by local cell movements without altered proliferation (Klumpers et al., 2014). These local cell rearrangements are mediated by passive extracellular matrix ECM-driven movements and by dragging and pushing by neighboring cells (Oster et al., 1985; Cui et al., 2005). Studies by Barna and Niswander (Barna and Niswander, 2007) demonstrated in an *in vitro* model with single cell imaging resolution, that the process of mesenchymal condensation is very dynamic requiring sorting, migration and cell shape changes partially mediated by Sox9 and Bmp4. At this early stage in mesenchymal condensation formation, the major components of the ECM are hyaluronic acid and fibronectin (FN) (Knudson and Toole, 1985; Kulyk et al., 1989). Simultaneously, cell–cell contacts mediated through N-cadherin and neural cell adhesion molecule (N-CAM), are increased to facilitate cell–cell communication likely triggering the onset of chondrogenic differentiation (Widelitz et al., 1993). This model agrees with the notion that a high cell density is required for chondrogenesis (Mauck et al., 2002). Supporting this concept, studies on tooth development demonstrated that cell compaction causes the activation of a genetic cascade necessary for specific cell induction (Mammoto et al., 2011). While cellular events driving the cell condensation have been unveiled, less is known about how genetic cues are integrated and transduced into forces mediating cell compaction.

In the present work, we sought to investigate the role of Notum influencing the Wnt5a-mediated signaling in tracheal mesenchymal condensations that give rise to the tracheal rings. We hypothesize that Notum represses Wnt5a-mediated non-canonical Wnt signaling, which is required for tracheal mesenchyme patterning and cartilage formation. We determined that Wnt5a, similarly to Notum, is necessary for the timely condensation of chondroblasts, and its ablation causes precocious condensation affecting cartilaginous ring morphology and number. *In vivo*, Notum fine-tunes the Wnt canonical and non-canonical levels in developing tracheal mesenchyme to promote the formation and patterning of tracheal cartilage.

## Material and methods

### Mouse breeding and genotyping

Animals were housed in a pathogen-free environment and handled according to the protocols approved by CCHMC Institutional Animal Care and Use Committee (Cincinnati, OH, United States). Generation of a Notum loss of function allele, Notum^150/150^ was previously described (Gerhardt et al., 2018). Adult Notum mice were kept in heterozygosis. Wnt5a ^f/f^ (Jackson lab # 026626) were mated with Dermo1 ^Cre/wt^ (Jackson lab# 008712) to generate Dermo1 ^Cre/wt^; Wnt5a ^f/wt^ mice and rebred to Wnt5a ^f/f^ generating embryos of genotype Dermo1Cre; Wnt5a^f/f^ mice (Ryu et al., 2013). Notum^300/150^ mice were bred with Wnt5a^f/f^ (Jackson lab # 026626) mice to generate Notum^300/150^ Wnt5a^f/w^, and the resulting mouse rebred to Wnt5a^f/f^ to generate Notum^300/150^ Wnt5a^f/f^. Notum^300/150^ mice were bred with Dermo1^cre/wt−^ (Jackson lab# 008712) to generate Notum^300/150^ Dermo1^cre/wt−^. The Notum^300/150^ Dermo1^cre/wt−^ were then crossed with a Notum^300/150^ Wnt5a^f/f^ to produce Notum^150/150^ Wn5a^f/wt−^Dermo1^cre/wt−^ embryos. Sox9KIeGFP mice was previously described (Chan et al., 2011) (Jackson laboratories # 030137). Genotypes of transgenic mice were determined by PCR using genomic DNA isolated from mouse-tails or embryonic tissue. γSMA mouse was previously described (Bottasso-Arias et al., 2022; Russell et al., 2023). Primers utilized for genotyping are provided as (Supplementary Table S1).

### DNA constructs

Plasmid utilized for transfection were pGL2 Top Flash, (Sinner and Hyatt, 2004), pcDNA3 Full Length Notum, (GenScript), pGL2ATF2 (a gift from Dr. Niehrs) (Ohkawara and Niehrs, 2011), pGL3AP1 (Addgene), pcDNA6 activeWnt5a, and pcDNA6 active Wnt3a (Addgene).

### Transfections and luciferase assay

NIH3T3 cells were cultured in 48 well plate, at 37°C and 5% CO_2_. Cells at 60%–70% confluency were transfected with a total of 50 ng of plasmidic DNA using Fugene (Promega) according to manufacturer’s instructions. These reporters were co-transfected with Wnt3a, Wnt5a and/or Notum expression plasmids (Gerhardt et al., 2018). Cells were harvested 24 h post transfection, washed with PBS, and lysed using a passive lysis buffer reagent (Promega). Luciferase activity was determined over 10 s integration time using a luminometer (Promega).

### Dissociation and FACS of embryonic trachea

Cell dissociation was performed following a previously published protocol (Bottasso-Arias et al., 2022). Per each sample, five E13.5 *γSMA* ^*eGFP*^ tracheas/litter were pooled together and dissected in cold PBS and dissociated to single cells using TrypLE Express (phenol-red free, Thermo, 12604013) at 37°C for 10 min, followed by trituration for 30 s at RT. Cells were washed twice with FACS buffer (1 mM EDTA, 2% FBS, 25 mM HEPES in phenol-red free HBSS). To identify epithelial cells, cells were stained with APC anti-mouse CD326/EpCAM (Invitrogen, ref 17-5791-82, used at 1:50) at 4°C for 30 min followed by two washes with FACS buffer. Cells were resuspended in FACS buffer and passed through a 35 μm cell strainer. To stain dead cells, Sytox Blue nucleic acid stain (Thermo, S11348, used at 1 µM) was added to the cell suspension. Cells were sorted using a BD FACS Aria I and II. Single live “chondroblast enriched cell population” was collected after size selection and gating for Sytox-negative, EpCAM-negative, and eGFP negative cells. Cells were sorted directly into RNA lysis buffer (Zymo Research Quick RNA Micro kit, S1050) for isolation of RNA. Cell isolation strategy was confirmed by qRT-PCR (Supplementary Figure S1) and as previously shown (Bottasso-Arias et al., 2022; Russell et al., 2023). Data is shown for three independent samples.

### Transcriptomic analyses

RNA-sequencing data were generated and compared from E11.5 *Dermo1Cre; Wnt5a* ^*f/f*^ tracheas vs. E11.5 Wnt5af/f tracheas and E13.5 *Notum* ^*150/150*^ vs. E13.5 Notum ^300/300^ chondroblasts (GEO repository under GSE260707). Differentially expressed genes were identified using Deseq2 (E11.5 Wnt5a tracheas N = 5 Controls, N = 4 Mutants; Notum E13.5 sorted chondroblasts N = 3 controls, N = 4 mutants) (Anders and Huber, 2010; Lawrence et al., 2013). Fragments Per Kilobase of transcript per million mapped reads (FPKM) values were calculated using Cufflinks (Trapnell et al., 2010). Differentially expressed genes were identified with the cutoff of a p-value <0.05, FC > 1.5 and FPKM>1 in over half of the replicates in at least one condition. The same approach was utilized for gene expression analysis of E13.5 control chondroblast, epithelium and smooth muscle cells isolated by FACS. (GEO repository GSE241175). Heatmaps were generated using normalized counts generated by DEseq2 and pheatmap or from RNA-seq fold changes. Functional enrichment was performed using Toppfun and hits relevant to this project were visualized in a -log10 (pvalue) bubble chart. System models were created using IPA’s Path Designer.

### Whole mount staining

Tracheal lung tissues isolated at E11.5-E14.5 were subject to whole mount immunofluorescence as previously described (Sinner et al., 2019). Embryonic tissue was fixed in 4% PFA overnight and then stored in 100% Methanol (MeOH) at −20°C. For staining, wholemounts were permeabilized in Dent’s Bleach (4:1:1 MeOH: DMSO: 30%H2O2) for 2 h, then taken from 100% MeOH to 100% PBS through a series of washes. Following washes, wholemounts were blocked in a 2% BSA (w/v) blocking solution for 2 h and then incubated, overnight, at 4°C in primary antibody diluted accordingly in the blocking solution. After five 1-h washes in PBS, wholemounts were incubated with a secondary antibody at a dilution of 1:500 overnight at 4°C. Samples were then washed three times in 1X PBS, transferred to 100% methanol, through a series of washes in dilutions of methanol, and cleared in benzyl-alcohol benzyl-benzoate (Murray’s Clear). Images of wholemounts were obtained using confocal microscopy (Nikon A1R). Imaris imaging software was used to convert z-stack image slices obtained using confocal microscopy to 3D renderings of wholemount samples.

### Immunofluorescence staining and quantification

Embryonic tissue was fixed in 4% PFA overnight and embedded in paraffin or OCT to generate 7 μm sections. For general immunofluorescence staining, antigen retrieval was performed using 10 mM Citrate buffer, pH6. Slides were blocked for 2 h in 1XTBS with 10% Normal Donkey serum and 1% BSA, followed by overnight incubation at 4°C in the primary antibody, diluted accordingly in blocking solution. Slides were washed in 1X TBS-Tween20 and incubated in secondary antibody at 1:200, in blocking solution, at room temperature for 1 hour, washed in 1X TBS-Tween20, and cover-slipped using Vecta shield mounting media with or without DAPI. Fluorescent staining was visualized and photographed using automated fluorescence microscopes (Nikon). For cross sections in Figure 1, the area of Sox9 positive cells was determined using ImageJ. For cross sections in Figure 4, the intensity of the N-cadherin stainings was quantified and normalized to the Sox9 + area using NIS elements. Antibodies utilized in this manuscript have been previously validated by our laboratory and other investigators. Source, references, and dilution of primary and secondary antibodies used have been provided as Supplementary material (Supplementary Table S2).

### Embryonic tracheal-lung culture

Sox9KI (Sox9-GFP) Embryonic tracheas were harvested at E12.5 and cultured in air-liquid interphase for 42 h as described (Hyatt et al., 2002). Images were obtained at frequent intervals and timelapse videos were recorded overnight between 24 and 42 h employing an EVOS M7000 microscope (Supplementary Videos S1–S4). Samples were treated with vehicle (DMSO), ABC99 (25uM Sigma SML2410), KN93 (5 μM Millipore Sigma 422,708), JNK inhibitor II (8 μM Millipore Sigma 420,119) or XAV939 (10 μM, inhibitor of tankyrase I/II Biotechne Tocris 3748). Wnt5a conditioned media was obtained from L cells (ATCC cat no. CRL-2647CRL-2814) and was diluted 50% with growth media (DMEM 5% FBS) for the experiment.

### Tracheal mesenchymal cell isolation and culture

Primary cells were isolated as previously described (Bottasso-Arias et al., 2022; Gerhardt et al., 2018). Briefly, E13.5 tracheas of at least five embryos of the same genotype were isolated, washed in 1X PBS, dissociated in TrypLE express (Gibco) and incubated for 10 min at 37°C. After incubation, tissue was pipetted until cell suspension formed. Cells were seeded in flasks containing MEF tissue culture media composed of DMEM (ATCC 30-2002), 1% penicillin/streptomycin (Gibco 15140122), 2% antibiotic/antimycotic (Gibco 15240062), and 20% non-heat inactivated FBS (R&D S11150). Only mesenchymal cells were attached, as we confirmed expression of Sox9, Col2a1 and Myh11 but no expression of Nkx2.1 was detected (Bottasso-Arias et al., 2022).

### Wound-healing assay

Procedure was performed according to the manufacturer’s instructions using Culture-Inserts 2 Well (Ibidi) on a 24-well plate. A suspension of 8 × 10^5^ trachea MEF cells per mL isolated from control and *Wnt5a* and *Notum* knockout cells were plated on each side of the insert. A day after seeding, the inserts were removed, and a live cell nuclear dye (NucBlue ReadyProbe R10477, Invitrogen) was added to the cell media. The 24-well plate was then placed in an Evos M7000 microscope with an incubator (Thermo Fisher) (37°C and 5% CO2) overnight and timelapse images were taken with 20-min time intervals between images for brightfield and DAPI channels. The total incubation time was 24 h. ImageJ was used to measure the wound area from the brightfield images at various time points.

### Directional migration

Haptotaxis assay was performed using the CytoSelect 24-well kit (8um, fibronectin coated, colorimetric format) according to the manufacturer’s instructions (CBA-100-FN, Cell Biolabs Inc.). Briefly, 300 μL of a suspension of 1.0 × 10^6^ cells/mL was seeded inside the insert for each cell type (Notum control and mutant cells, Wnt5a control and mutant cells). Cells were allowed to migrate to the bottom of the insert coated with fibronectin for 24 h. Afterwards, the remainder of the cells was removed from the inside of the insert and the cells that migrated to the bottom of the insert coated with fibronectin were stained with the dye. After washes and drying the inserts, the dye was solubilized and 100uL were transferred to a 96-well plate to measure absorbance at 560 nm in a plate reader (Spectra MR Dynex Technologies). N = 5 for each genotype.

### Cell adhesion

Cell adhesion assays were performed using micromasses plated with the different cell types (Notum control and Notum mutant, Wnt5a control and Wnt5a mutant). 50,000 cells per micromass were seeded in a 24-well plate. After allowing the micromasses to adhere for 2 h, they were washed with PBS and fixed with 100% methanol. The micromasses were then stained with 0.1% Crystal Violet diluted in distilled water. The staining was removed, and the wells were washed with distilled water. A lysis-resuspension solution consisting of 10% methanol and 5% glacial acetic acid was added to each well, and cells were resuspended. 60 μL of the cells were transferred to a 96-well plate and the absorbance was read between 570-585 nm. A comparison between the absorbance of control and mutant cells was used relatively to determine cell adhesion.

### *In-situ* hybridization and quantification

The procedure was performed according to a protocol developed by Advanced Cell Diagnostics (ACD) (Wang et al., 2012). *In situ* probes were designed by ACD. Slides were baked and deparaffinized. *In situ* probes were added to the slides and hybridization was performed for 2 h at 40°C, followed by several rounds of amplification steps. For fluorescence detection, opal dyes were utilized to detect the localization of the transcripts. After mounting with permanent mounting media (ProLong Gold, Thermo), slides were photographed using a wide field Nikon fluorescent microscope. Quantification was performed using NIS elements. Regions of Interested (ROI) were selected and mean intensity was obtained for individual channels.

### Statistics

Quantitative data were presented as mean ± standard error. For animal experiments, a minimum of three different litters for each genotype were studied. Experiments were repeated at least twice with a minimum of three biological replicates for each group. Statistical analysis was performed using Graph Pad Prism ver.10 for MacOS. Statistically significant differences were determined by paired T-test, or one-way or two-way ANOVA repeated measures followed by *post hoc* pairwise multiple comparison procedures (Dunnet or Holm-Sidak test). Significance was set at P < 0.05.

## Results

### Notum attenuates non-canonical Wnt signaling, and is needed for proper cartilage development

Published studies have demonstrated that Notum and Wnt5a are involved in forming and patterning the tracheal cartilaginous rings. At E13.5, Notum is localized in the ventral subepithelial mesenchyme of the trachea, and Wnt5a is localized in the ventral mesenchyme of the trachea, just outside the localization of Notum (Figure 1A). In both cases, Wnt5a and Notum were found to be in the region where tracheal cartilage forms and wherein Col2a1 and Sox9 are expressed, as determined by RNAseq from sorted tracheal cells isolated at E13.5 from gSMAe-GFP mouse embryos (Russell et al., 2023). In this experiment, epithelial cells (Epi) were identified by antibody staining using EpCAM (+), Muscle cells were identified by endogenous gSMA-eGFP (+) signal, The chondrocyte enriched population was defined as EpCAM (−), SMA-eGFP (−) double negative cells expressing chondrogenic genes: *Col2a1* and *Sox9* absent in muscle and epithelial cells. 

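The paper cites an earlier study for this experiment, and the libraries used here are the control epithelium, muscle and double-negative cells that were deposited with the present study, sorted at E13.5 with the same markers. Each sample pooled 5 tracheas. RNA was amplified with the SMART-Seq v4 kit, which copies polyadenylated RNA from very small inputs. The authors deposited estimated counts, which need not be whole numbers, without normalization and with several entries for many gene symbols. The entries of each symbol were summed and rounded to whole numbers. The labels list 3 samples of each population. Each population has 2 libraries here, 1 from each of 2 dates carried in the column names, which give no replicate number. The labels give the first and second control samples of the sorted populations as Bmp4 f/f; γSMAeGFP and the third as Notum 300/300, while the paper describes the control chondroblasts as Notum 300/300. The total counts were 17566731 and 16473999 for muscle, 20491972 and 15598661 for epithelium, and 21678194 and 13513213 for chondroblasts, the earlier date first. Values are counts scaled to library size (CPM) by edgeR's TMM factors over 18 libraries, given as mean ± SD. The 3 populations were compared in 1 edgeR fit of 13687 genes with at least 1 CPM in more than 50% of the libraries of a population, with a spread between replicates (biological coefficient of variation) of 66.8%. The 2 libraries of a population are of different dates, so this spread includes any difference between the dates. At adjusted p under 0.05, 18 genes differed between chondroblasts and muscle, 375 between chondroblasts and epithelium, and 490 between epithelium and muscle. These counts rose to 255, 1554 and 1827 with DESeq2's Wald test, which in simulated counts with no changed gene called 77 genes between chondroblasts and muscle where edgeR called 0. Of 200 genes simulated as changed 4-fold there, edgeR recovered 9 with 3 false calls, and DESeq2 73 with 124 false calls. A gene that did not pass in edgeR is therefore not shown to be unchanged.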

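Wnt5a measured 236 ± 0.952 CPM in chondroblasts (SD, n = 2), 132 ± 68.6 CPM in muscle (SD, n = 2) and 29.8 ± 17.3 CPM in epithelium (SD, n = 2). Against epithelium the log2 fold change was 2.96 (standard error 0.54, adjusted p = 0.0463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call depended on the settings, with an adjusted p in edgeR's test of 0.0855 with a term for the date, 0.0502 with library size only, and 0.0586 and 0.0572 without muscle A and muscle B. The lowest over the alternatives was 3.35e-18, without the filter. Against muscle it was 0.83 (standard error 0.50), which did not pass the adjustment (adjusted p = 1.0), and the difference was larger at the earlier date (235 and 83.8 CPM) than at the later date (237 and 181 CPM). Notum was lowest in epithelium, at 0.815 CPM at the earlier date and 0 at the later date. It differed between dates, with 13.7 CPM in chondroblasts and 22.8 in muscle at the earlier date, and 86.1 and 99.3 at the later date. The log2 fold change of Notum was 6.81 between chondroblasts and epithelium (standard error 1.70, adjusted p = 0.109, and under 0.05 with DESeq2 and without the filter) and -0.30 between chondroblasts and muscle (standard error 1.28, adjusted p = 1.0).

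**Figure D1:**
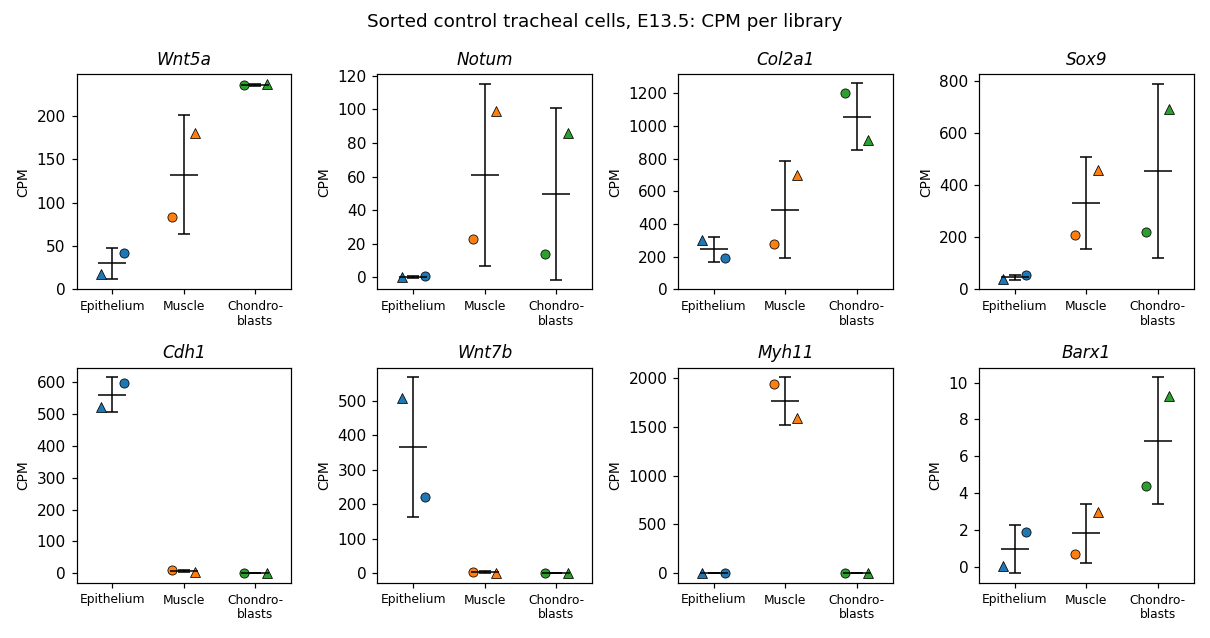
CPM (vertical axis, linear) of 8 genes in the sorted control populations at E13.5. Each point is 1 library, circles for the earlier date and triangles for the later date, and the bars give the mean and SD of 2 libraries. Notum lies at 99.3 CPM in muscle and 86.1 CPM in chondroblasts at the later date.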

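Col2a1 measured 1057 ± 205 CPM in chondroblasts (SD, n = 2), 487 ± 296 CPM in muscle (SD, n = 2) and 245 ± 78.1 CPM in epithelium (SD, n = 2). Chondroblasts exceeded muscle by a log2 fold change of 1.11 (standard error 0.45, adjusted p = 0.846 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and epithelium by 2.09 (standard error 0.46, adjusted p = 0.0816). These calls depended on the settings. Against muscle the adjusted p was under 0.05 only without the filter on low counts. Against epithelium it was under 0.05 with DESeq2, without the filter, with a minimum of 10 counts, with limma voom and without either muscle library (0.0415 and 0.0405 in edgeR's test), and over the alternatives that kept all libraries, those named included, it ran from 1.47e-16 to 0.0800. The libraries of the earlier date had 1202 CPM of Col2a1 in chondroblasts and 278 in muscle, and those of the later date 912 and 697. Sox9 was 218 CPM in chondroblasts and 207 CPM in muscle at the earlier date, and 690.3 and 457 CPM at the later date. Its log2 fold change between chondroblasts and muscle was 0.44 (standard error 0.58, adjusted p = 1.0), within the spread between libraries, and 3.29 between chondroblasts and epithelium (standard error 0.64, adjusted p = 0.0573, and under 0.05 with DESeq2, without the filter and with a minimum of 10 counts). Larger differences were found in genes of smooth muscle. Myh11 was 1761 ± 244 CPM in muscle and 1.71 ± 0.303 CPM in chondroblasts, a log2 fold change of -10.00 for chondroblasts against muscle (standard error 0.40, adjusted p = 7.59e-04), and Myocd was 77.2 ± 38.5 CPM and 1.18 ± 0.662 CPM. The paper defines the chondrocyte-enriched population by the absence of both sorting markers and by Col2a1 and Sox9.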

(Figure 1B; Supplementary Figure S1). 

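In the sorted cells, Wnt7b measured 365 ± 203 CPM in epithelium, 2.68 ± 2.36 CPM in muscle and 0.100 ± 0.0699 CPM in chondroblasts. Epithelium exceeded muscle by a log2 fold change of 7.09 (standard error 0.84, adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With limma voom the adjusted p was 0.0584, the highest of the alternatives, of which the lowest was 1.97e-64 without the filter in edgeR. In chondroblasts Wnt7b had at most 3 counts per library. Cdh1 was 561 ± 54.8 CPM in epithelium against 6.56 ± 2.76 CPM in muscle, a log2 fold change of 6.43 (standard error 0.49, adjusted p = 0.00369). Nkx2-1 was 60.5 and 146 CPM in the epithelial libraries and no higher than 10.2 CPM in the others. Its log2 fold change between epithelium and muscle, 5.22, did not pass the adjustment (standard error 1.36, adjusted p = 0.106) but did with DESeq2, without the filter, with a minimum of 10 counts and with a term for the date.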

Notably, Wnt7b (a ligand inducing Wnt/β-catenin dependent signal) is observed in the epithelium overlapping with Nkx2.1 and Cdh1 (Figures 1A, B). Barx1, a gene involved in inter-zone formation between cartilages of the limb (Yadav et al., 2023), is detected in cells contributing to chondroblasts and excluded from myoblasts and epithelial cells (Figure 1B). 

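Barx1 counts were low in all 6 libraries. The chondroblast libraries had 4.4 CPM at the earlier date and 9.27 CPM at the later date. Muscle had 0.714 and 2.96 CPM, and epithelium had 1.92 and 0.0652 CPM. Both chondroblast libraries lay above every muscle and epithelial library, but the log2 fold changes of 1.88 against muscle (standard error 1.77, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.74 against epithelium (standard error 1.83, adjusted p = 0.539) did not stand out from the spread between replicates.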

The complementary and distinct localization of Wnt7b, Notum, and Wnt5a in developing trachea supports a role for Notum in regulating the levels and the types of activity triggered by Wnt7b and Wnt5a. As previously shown, Notum can attenuate the activation of Top Flash by the canonical ligand Wnt3a (Gerhardt et al., 2018; Kakugawa et al., 2015). Similarly, Notum reduces Wnt5a-induced activation of ATF2 (Ohkawara and Niehrs, 2011; Wallkamm et al., 2014) and AP1 promoters (Figure 1C) (Nishita et al., 2010). These two transcription factors are part of the Wnt non-canonical/Planar Cell Polarity pathway and are downstream of JNK (Voloshanenko et al., 2018). These results suggest that Notum can deactivate ligands from canonical and non-canonical Wnt signaling.

To better understand Wnt5a’s putative role in cartilaginous ring formation, we deleted *Wnt5a* from the splanchnic mesoderm using *Dermo1Cre*. Although our previous studies have shown expression of Wnt5a in tracheal epithelium at E11.5, its expression becomes strongly localized to the mesenchyme by E13.5 ((Snowball et al., 2015a). Studies published by Kishimoto and colleagues, demonstrated that epithelial deletion of Wnt5a from the tracheal epithelium using ShhCre did not affect tracheal mesenchymal patterning (Kishimoto et al., 2018). Therefore, we focused our studies on mesenchymal deletion of Wnt5a, wherein cartilage develops. Analysis of whole mount images and cross sections of *Dermo1Cre;Wnt5a* ^*f/f*^ trachea demonstrated the deficiencies in tracheal elongation as early as E11.5 (Figure 1D), and reduced number of cartilaginous rings by E14.5 (Figure 1F), in agreement with published studies (Kishimoto et al., 2018; Li et al., 2005). Strikingly, we detected a larger field of Sox9 positive cells (chondroblasts) in the Wnt5a deficient trachea as early as E11.5 (Figures 1G,H) that is also noticeable at E13.5 (Figures 1I, J). At this developmental stage we observed more defined cartilaginous rings as well as abnormal organization of the trachealis muscle noticeable by E13.5 (Figures 1E, I, J) a feature previously reported by published studies (Kishimoto et al., 2018; Russell et al., 2023). Taken together, Notum can attenuate the non-canonical induced Wnt5a activity *in vitro*. *In vivo*, Wnt5a is required for proper tracheal elongation, cartilaginous ring number, and shape of the tracheal cartilage.

### Precocious mesenchymal condensation in Wnt5a is associated with JNK and Ca2+ signaling

Our previous studies determined that lack of Notum delays the mesenchymal condensation, resulting in thinner and mis-patterned cartilage (Gerhardt et al., 2018). Since our observations at E13.5 suggest a precocious condensation in the Wnt5a mutant trachea, we performed a serial analysis of the mesenchymal condensation process from E11.5 to E14.5 in Wnt5a and Notum deficient tracheas. At E11.5, when tracheoesophageal separation is completed, Sox9+ cells are distributed in a continuous stripe for all genotypes analyzed. Interestingly, the Wnt5a deficient trachea (*Dermo1Cre; Wnt5a* ^*f/f*^) is already shorter than the control and the Sox9+ area is significantly larger than the control (Figure 1G). Similarly, at E12.5, no presence of aggregation of Sox9+ cells are detected, indicating that no mesenchymal condensations are visible (Figures 2A, B); however, as early as E13.0, we noticed the formation of mesenchymal nodules, which become clearly defined by E13.5 in Wnt5a deficient trachea (Figures 2D, N, Q) as opposed to the control wherein mesenchymal condensations are less compact (Figures 2C, M, Q). By E14.5 both control and Wnt5a deficient tracheas show distinctive Sox9+ cartilaginous rings and a shorter trachea in mutants compared to controls (Figures 2E, F). Contrasting this finding and concordant with our published studies, mesenchymal condensations are delayed until E14.5 in the Notum deficient tracheas (*Notum* ^*150/150*^) compared to controls (Notum ^300/300^) (Figures 2G–L, O–Q). To further understand the underlying mechanism by which Wnt5a and Notum could affect the timing of the mesenchymal condensation, we performed an air-liquid interface (ALI) culture using trachea-lung tissue isolated from E12.5 *Sox9KIeGFP* mice. Tissue treated with ABC99, a Notum inhibitor, shows no sign of cartilaginous mesenchymal condensations at 42 h compared to control (Figure 3A; Supplementary Video S2, compared to control Supplementary Video S1). The treatment recapitulates the *in vivo* findings observed in the Notum deficient trachea (Figures Fig2G–L). Wnt5a has been shown to act via Ror1/2 receptors activating β-catenin independent Wnt signaling pathways (Kishimoto et al., 2018), including planar cell polarity (PCP) and Calcium dependent signaling (Chae and Bothwell, 2018; Kikuchi et al., 2011). Thus, we pharmacologically inhibited both pathways in E12.5 *Sox9KIeGFP* trachea-lung tissue. Inhibition of non-canonical Calcium dependent Wnt signaling with KN93 (calmodulin kinase (CamK) inhibitor) or inhibition of the PCP pathway with JNK inhibitor cause earlier condensation at 24 h of incubation compared to controls (Figures 3A, B) (Supplementary Videos S3, S4). These findings recapitulate the *in vivo* observations in the Wnt5a deficient trachea and indicate that the Ca2+ and the JNK non-canonical Wnt pathways are required for regulation of timely mesenchymal condensation and a possible mechanism downstream of Wnt5a.

**FIGURE 2:**
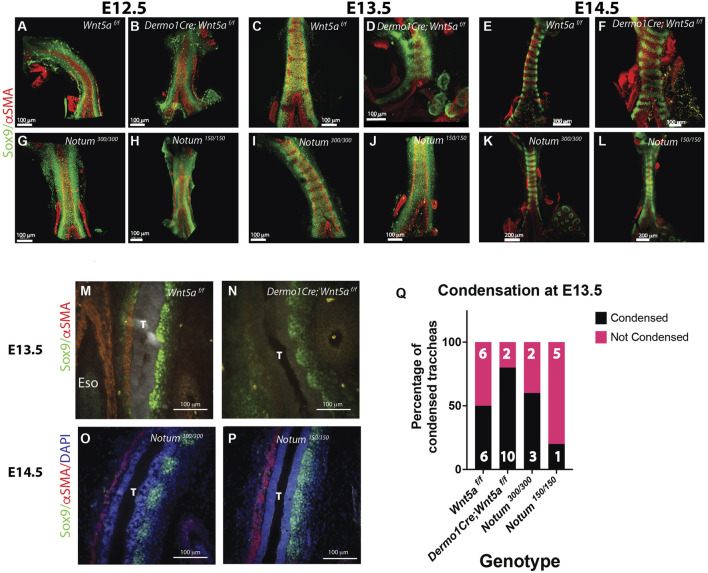
Wnt5a and Notum have opposing effects on the timing of tracheal cartilaginous condensations. **(A–L)** Wholemount IF of E12.5 to E14.5 dissected tracheas. In this tissue Sox9 is expressed by ventrolateral chondroblasts (green) and αSMA by the dorsal trachealis muscle cells and surrounding blood vessels (red) **(A, G)** By E12.5 controls (Notum and Wnt5a^f/f^) show a continuum of Sox9 expression that starts to condensate at E13.5 **(C, I)**, showing a defined separation in rings by E14.5 **(E, K) (B)** Wnt5a mutant tracheas (Dermo1cre; Wnt5a ^f/f^) although shorter in length show a similar phenotype at E12.5 than controls, **(D)** At E13.5 rings are already visible with a higher density of Sox9 (+) cells. **(F)** By E14.5 rings in the Wnt5a mutant are completely formed with morphological alterations compared to controls **(E)**. Notum mutants (Notum ^150/150^) **(H)** also present a Sox9 homogeneous expression at E12.5. Differently to their control counterparts **(I)** and Wnt5a mutants **(D)**, by E13.5 there is no sign of mesenchymal cell condensations **(J)**. **(L)** Even by E14.5 Notum mutants show a lagging and altered cartilage ring formation and a stenotic trachea compared to controls. Scale bars: 100 um for E12.5 and E13.5 images, 200 um for E14.5 images (except Wnt5a mutant, 100 um). **(M–P)** IF in longitudinal sections of E13.5 and E14.5 embryos. By E13.5 Sox9 (+) (green) cell condensationsare more defined in Wnt5a mutants **(N)** than controls **(M)**. αSMA (red) is visualized in the dorsal aspect of the trachea (T), and in the esophagus (Eso). In contrast, at E14.5 condensations are not formed in Notum deficient tracheas **(P)** compared to controls **(O)** as depicted by the Sox9 staining. **(Q)** In a frequency analysis from the wholemount IF stainings [represented in **(C, D, I, J)**] we observe that by E13.5, the percentage of condensed tracheas (black bars) is higher in Wnt5a mutants than controls. The opposite behavior is present in Notum mutants, which have a lower percentage of condensed tracheas than Notum controls. n = 5–13, for each genotype.

**FIGURE 3:**
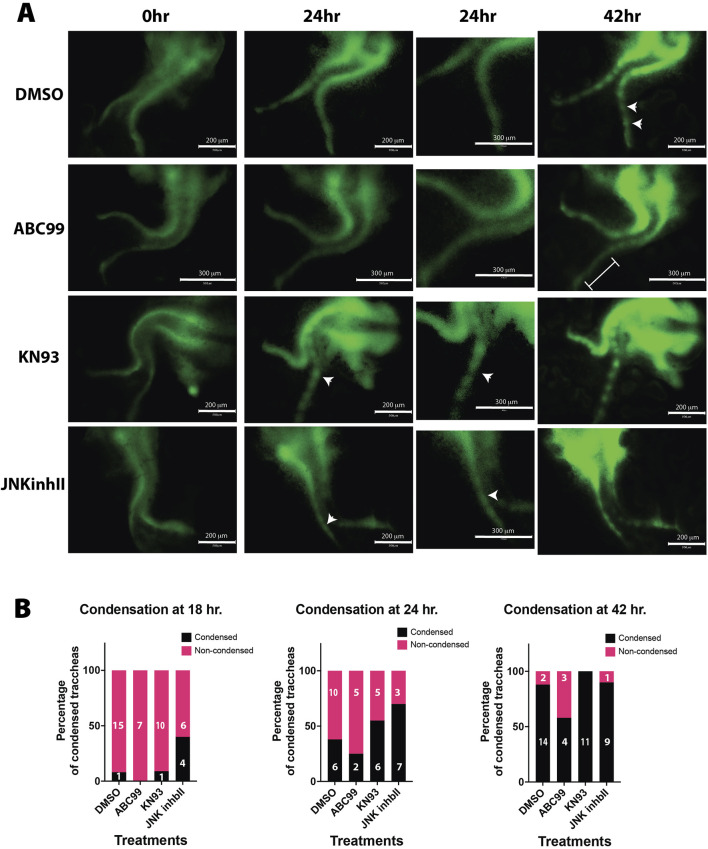
Pharmacological treatments recapitulate Wnt5a-deficient and Notum-deficient phenotypes *ex vivo*. **(A)** Timelapse imaging of larynx-trachea-lung dissected tissue from E12.5 embryos grown *ex vivo* in Air Liquid Interphase (ALI). Endogenous expression of Sox9KIeGFP was used to visualize the moment of cell condensation that precedes the formation of cartilage. Condensations in *ex-vivo* explants were defined as SOX9 GFP + cells that formed aggregates and became segmented as time progressed. Vehicle treated tissue (DMSO) shows signs of condensation at 42 h of incubation (white arrows). This phenomenon is absent when Notum is chemically inhibited (ABC99) (white bracket). Inhibitors of the Wnt non-canonical pathway, Calmodulin Kinase inhibitor (KN93) and JNK inhibitor (JNKinhII), induce earlier signs of Sox9KIeGFP (+) condensations at 24 h (white arrows), earlier than vehicle treated samples. Scale bar 300 um. Digital zoom for images at 24 h is shown, scale bar 150 um. **(B)** In a frequency analysis from the ALI cultured samples, we observed a trend towards a higher percentage of condensations as early as 18 h in JNKinhII treated samples compared to vehicle treated samples. At 24 h KN93 and JNKinhII show higher percentages of tracheal condensations than vehicle treated samples. ABC99 treated samples show a reduced percentage of tracheal condensations at 18, 24 and 42 h compared to vehicle or other treatments. n = 7–16 for each treatment.

### Cell mechanisms mediating cartilaginous condensation are altered in Wnt5a deficient and Notum deficient tracheas

The mesenchymal condensation process requires precise cellular behaviors leading to the compaction of mesenchymal cells (Klumpers et al., 2014). Thus, we sought to investigate whether essential mechanisms mediating mesenchymal cell condensation are affected in Wnt5a and Notum mutants. Evaluation of the migratory ability of E13.5 Wnt5a deficient mesenchymal cells in a wound healing assay revealed that after 24 h, the Wnt5a knockout cells average a 40% closure of the wound area compared to almost 50% for the control; however, no statistical differences are detected Further, valuation of the wound-healing assay using Notum deficient cells (*Notum* ^*150/150*^) did not show statistically significant differences; however, Notum knockout cells appear moving faster than controls (Figures 4A, B).

**FIGURE 4:**
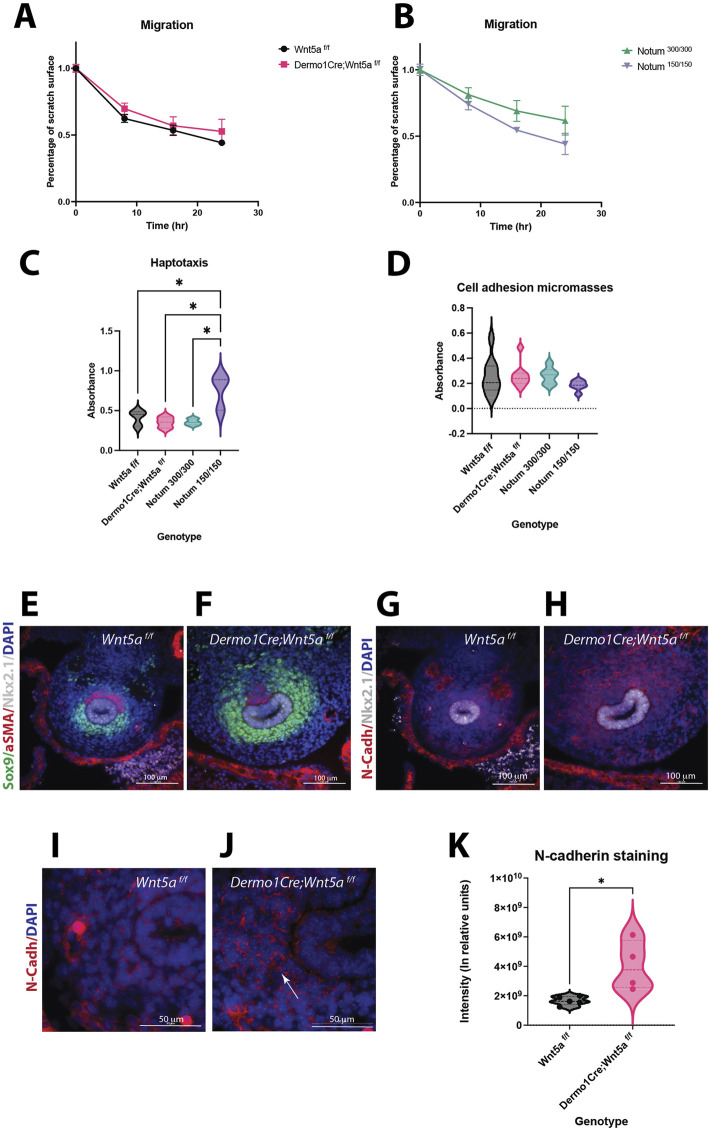
Wnt5a and Notum deletion have unique effects in cell behavior. **(A)**Migration assays of E13.5 primary mesenchymal tracheal cells show no statistical differences in cell motility between Wnt5a controls (*Wnt5a* ^*f/*f^, black circles) and Wnt5a mutants (*Dermo1cre; Wnt5a* ^*f/f*^, pink squares). **(B)**There is a trend towards a higher motility of Notum mutants (Notum ^150/150^, purple triangles) compared to Notum controls (Notum ^300/300^, green triangles) at 16 and 24 h n = 3 for each genotype. **(C)**Haptotaxis assays of E13.5 primary mesenchymal tracheal cells show an increase in directional cell migration towards fibronectin for Notum mutants (purple) compared to Notum controls (green) and other genotypes. Wnt5a mutants (pink) do not show a difference in directional cell migration compared to Wnt5a controls (black). n = 3 per genotype. *p < 0.05 One-way ANOVA. **(D)**Cell adhesion in micromasses from E13.5 primary mesenchymal tracheal cells showed no differences in the genotypes analyzed. n = 6–9 per genotype. **(E–J)**Immunofluorescence stainings of E11.5 cross sections. Sox9 (+) (green) area is larger in Wnt5a mutants **(F)**compared to controls **(E)**. N-cadherin (N-cad, red) is increased in Wnt5a mutants **(H)**compared to controls **(G)**. Respiratory epithelium identity is maintained (Nkx2.1, white). 40x images. N-cadherin expression is stronger in the cell-cell interphase of dorso-lateral mesenchymal cells in mutants **(J)**compared to controls **(I)**. 100x oil immersion images. DAPI (blue) was used to stain the nuclei. **(K)**N-cadherin intensity quantification normalized to Sox9 + area of the experiments presented in **(E–J)**shows an increase for Wnt5a mutans (pink) compared to controls (black). n = 4–5 per genotype, *p = 0.01 T-test.

Since migration of condensing cells is a local process of directional movement induced by cues present in the mesenchymal ECM, we investigated whether the directional migration toward fibronectin is affected in E13.5 cells of Wnt5a, and Notum deficient tracheal mesenchymal cells in comparison to their respective controls. Notably, the Notum deficient cells had the highest directional migratory ability in this haptotaxis assay, while the Wnt5a mutant cells did not differ from the control (Figure 4C). Compaction of mesenchymal cells requires changes in cell-cell and cell-substrate adhesion; we tested the adhesion of E13.5 tracheal primary mesenchymal cells as micromasses. When seeded as micro masses, Notum knockout cells show a trend towards reducing cell adhesion compared to controls. Wnt5a knockout cells show a slight increase in cell adhesion compared to controls; however, no significant differences are observed among the genotypes (Figure 4D). Since mesenchymal condensations occur prematurely in Wnt5a deficient tracheas (Figures 2E, F), with cells already condensed by E13.5, we analyzed whether cell-cell adhesion molecules are prematurely expressed in Wnt5a mutant tracheas. Thus, we performed N-cadherin immunofluorescence stainings at E11.5 (Figures 4E–J). N-cadherin is an essential molecule mediating the adhesion of condensed cells. We observed an increased expression of N-cadherin in *Dermo1Cre;Wnt5a* ^*f/f*^, at E11.5, finding validated by the quantification of the staining normalized to the Sox9+ cells area (Figure 4K). Further, Sox9 staining depicts Sox9+ cells appearing more compacted as opposed to the loose appearance of the Sox9+ cells in the *Wnt5a* ^*f/f*^ trachea (Figures 4D, E). Taken together, changes in cellular behavior partially account for the differences in the timing of chondrogenesis in the Wnt5a knockout and Notum knockout tracheas. The increased movement of Notum knockout cells at E13.5 evident in the haptotaxis assay likely explains the delayed chondrogenesis at E14.5, while, the precocious expression of N-cadherin at E11.5 influence the earlier chondrogenesis, in mutant Wnt5a tracheas.

### Molecular signatures in Wnt5a deficient trachea indicate premature activation of a gene expression network leading to a chondrogenic process

Based on changes in cell-cell adhesion and the premature condensation observed in the Wnt5a deficient trachea, we tested the hypothesis that Wnt5a prevents premature mesenchymal condensation via modulation of chondrogenic gene expression. The transition from E11.5 to E13.5 is critical for tracheal development. During these stages a distinct tracheal tube is formed consisting of Nkx2.1+ epithelium surrounded by its unique mesenchyme. By E13.5 trachealis muscle will be organized in the dorsal side, while the mesenchymal condensations that give rise to tracheal cartilage are initiated in the ventral mesenchyme. To define molecular mechanisms explaining the cellular behaviors observed in the Wnt5a deficient trachea, we first performed RNA seq analysis of E11.5 vs E13.5 wild type tracheal tissue to determine changes in gene expression occurring between these critical developmental stages (Figure 5A). Genes differentially regulated and augmented at E13.5 include those encoding ECM molecules *Acan* and *Col9a1*, the transcription factor *Barx1*, and signaling molecules such as *Gdf5, which is* essential for cartilage formation (Figure 5A). Among biological processes enriched at E13.5, those related to skeletal development, ECM organization, and cartilage development were more significant. Top induced pathways include “ECM organization” and signaling pathways, including FGF and TGF-beta signaling pathways (Figure 5B). 

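For the deletion of Wnt5a, RNA was prepared from whole tracheas at E11.5, with samples listed as pools of 5 tracheas, and amplified as for the sorted cells. There were 5 libraries labelled control and 4 labelled Wnt5a mutant, treated as unpaired. The authors deposited estimated counts, with no normalization. The entries of each gene symbol were summed and rounded to whole numbers. Total counts ran from 6880665 to 20034364 in the controls (median 17128310) and from 16108989 to 18545608 in the mutants (median 18137206). The libraries are lettered here in the order of their columns, and control E had the lowest total. The Wnt5a transcript itself was first checked in each library. It measured 88.1, 159, 84.3, 89.8 and 62.6 CPM in controls A to E and 46.3, 78.0, 87.9 and 126 CPM in mutants A to D, a log2 fold change of -0.20 (standard error 0.30, adjusted p = 0.9996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, so the level of the transcript did not separate the labels, and the groups are named below as labelled. The counts do not show which exons the reads came from. The edgeR fit covered 14663 genes with at least 1 CPM in more than 50% of the libraries of a group, normalized by TMM. At the study's thresholds (unadjusted p under 0.05 and fold change over 1.5), 175 genes were higher and 371 lower in the libraries labelled mutant, and 2 genes had an adjusted p under 0.05. Simulated counts of the same depth and spread with no changed gene gave 467 genes at the study's thresholds. Without the filter on low counts, the alternative that moved the count most, 1451 genes passed them. Leaving out control E changed this balance, to 223 higher and 109 lower.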

Next, we performed whole bulk RNA seq on E11.5 tracheas of *Wnt5a* ^*f/f*^ and *Dermo1Cre; Wnt5a* ^*f/f*^ mice. We selected this stage because the trachea is fully separated from the esophagus, and it precedes the morphological changes associated with mesenchymal chondrogenesis. Furthermore, we inferred from our previous findings that Wnt5a deficient tracheas may start the chondrogenic process precociously. 

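Col2a1 measured 221 ± 152 CPM in the libraries labelled Wnt5a mutant (SD, n = 4) and 161 ± 90.8 CPM in the controls (SD, n = 5). The single values ran from 53.7 to 417 CPM in the mutants and from 90.8 to 319 CPM in the controls, so the groups overlapped. The highest control, control B, stood apart from the other controls, of which none exceeded 143 CPM. The log2 fold change of 0.46 was smaller than its standard error of 0.50 (adjusted p = 0.9996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unpaired). With each library left out in turn it lay between -0.03 and 0.85, the lower value without mutant D. Among the other genes labelled in Fig. 5C, Frzb showed the clearest difference. It was 69.0 ± 25.3 CPM in the mutants and 24.8 ± 4.10 CPM in the controls, with every mutant library above every control library and a log2 fold change of 1.47 (standard error 0.24, adjusted p = 0.107, and under 0.05 with DESeq2 and without the filter). Col12a1 had a log2 fold change of 0.90 (standard error 0.31) and Igf1 of 0.46 (standard error 0.28). Of the 20 genes named for Fig. 5 that were tested, 15 were higher and 6 passed the study's thresholds as higher, 0 passed the adjustment over all genes and 1 when adjusted over the list alone, which the study chose on these samples.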

An unbiased gene expression profiling analysis of Wnt5a mutant vs. control shows a premature upregulation of chondrogenic genes by E11.5, including *Col2a1*, a marker of chondrogenesis. 

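Gdf5 measured 14.8 ± 11.2 CPM in the libraries labelled Wnt5a mutant (SD, n = 4) and 5.73 ± 4.53 CPM in the controls (SD, n = 5), a log2 fold change of 1.36 (standard error 0.67, unadjusted p = 0.0669). Barx1, which was close to the 1 CPM filter, measured 2.16 ± 0.722 CPM and 0.814 ± 0.314 CPM, a log2 fold change of 1.36 (standard error 0.42). Col9a1 measured 164 ± 57.3 CPM and 103 ± 20.6 CPM, a log2 fold change of 0.67 (standard error 0.25). Unadjusted p-values of edgeR's test were 0.00797 for Barx1 and 0.0195 for Col9a1, and the adjusted p-value was 0.9996 for each of the 3 genes. The difference kept its sign in all 9 fits that left out 1 library, from 0.68 to 1.75 for Gdf5, from 1.21 to 1.58 for Barx1 and from 0.52 to 0.88 for Col9a1. The paper takes the higher level of genes that rise later in control tracheas as support for an early chondrogenic program without Wnt5a.

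**Figure D2:**
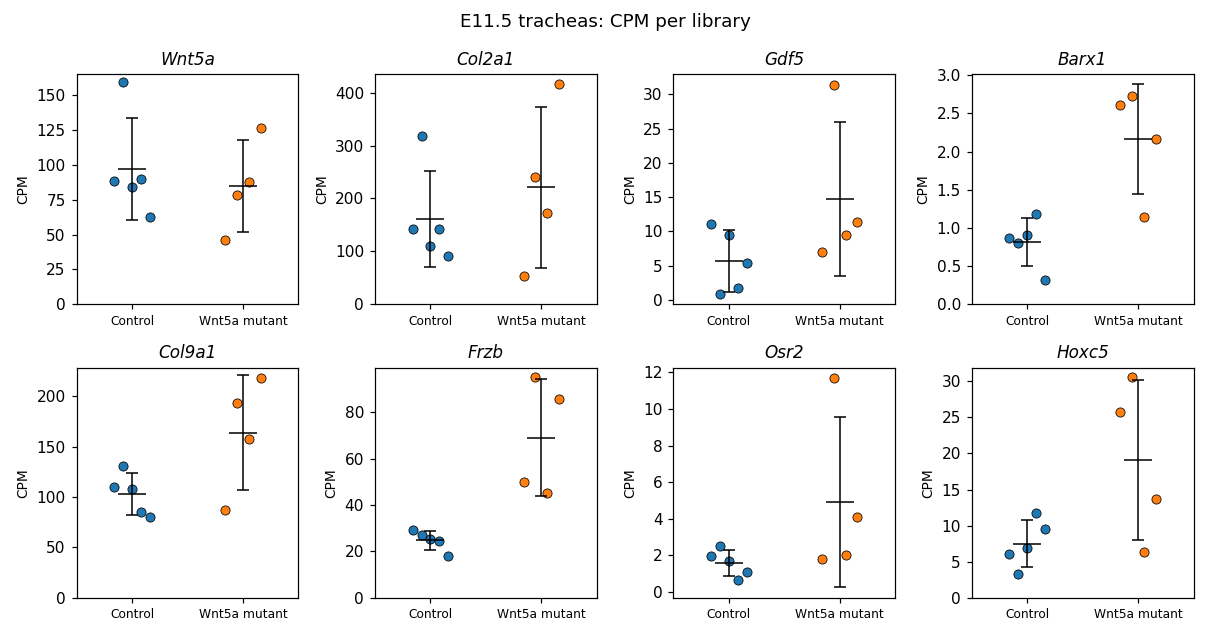
CPM (vertical axis, linear) of 8 genes in E11.5 tracheas. Each point is 1 library, with 5 libraries labelled control and 4 labelled Wnt5a mutant, and the bars give the mean and SD. Frzb lies above every control in each mutant library, while Wnt5a and Col2a1 overlap between the groups.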

We also detected that genes that are normally upregulated at E13.5 in control trachea, i.e., *Gdf5, Barx1, Col9a1*, are also prematurely induced in the Wnt5a mutant, at E11.5, supporting the notion that the chondrogenic program is precocious in the absence of Wnt5a (Figure 5C). 

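Enrichment was tested on gene lists written before the data were examined, in place of the study's annotation terms. The paper reports on several of these themes from the same samples, so a shift in such a list is not independent of its reports. Of 23 cartilage genes (collagens II, IX and XI, matrilins, Sox factors and others), 17 were tested in the Wnt5a comparison and 13 were higher in the libraries labelled mutant, with a median log2 fold change of 0.06. The shift of the list against the other genes did not pass the threshold (camera with a preset correlation of 0.01, p = 0.0622, adjusted p = 0.0871 over 7 list tests). The smooth muscle list, at a median of -0.01 over 13 genes, was not shifted (adjusted p = 0.535). The skeletal muscle list was higher by a median of 1.28 in 10 of 11 genes (adjusted p = 2.09e-17), and its call held under fry (p = 2.52e-04) and with the correlation between genes estimated (p = 9.46e-04). Myog and Myod1, regulators of skeletal muscle, were the 2 genes with an adjusted p under 0.05 in the whole comparison. Myog was 72.9 ± 13.2 CPM in the mutants and 13 ± 4.61 CPM in the controls, a log2 fold change of 2.42 (standard error 0.25, adjusted p = 0.0133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Myod1 rose by 1.91 (standard error 0.22, adjusted p = 0.0188). Neither passed with 18 libraries in 1 fit, and of the 9 fits that each left out 1 library Myog passed in 4 and Myod1 in 2.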

In agreement with this finding, biological processes enriched in the mutant Wnt5a trachea include those such as cartilage development, chondrocyte differentiation, and regulation of the Wnt signaling pathway (Figure 5D). However, we did not observe changes in Wnt/β-catenin targets *Notum, Lef1* and *Axin2* in Wnt5a deficient tracheal tissue (Supplementary Figures S2A–D). Since cell compaction induces specific cell differentiation processes in mesenchymal condensations, we examined expression levels of genes encoding transcription factors with a cis-regulatory binding region capable of regulating chondrogenesis. As anticipated, transcription factors such as *Barx1, Osr2, Hoxc5,* and *Tbx18* are differentially regulated in E13.5 wild type tracheas (Figure 5E). 

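Among the transcription factors of Fig. 5F, Osr2 measured 4.89 ± 4.65 CPM in the libraries labelled Wnt5a mutant and 1.57 ± 0.737 CPM in the controls, a log2 fold change of 1.61 (standard error 0.60). Hoxc5 measured 19.1 ± 11 CPM and 7.51 ± 3.22 CPM, a log2 fold change of 1.35 (standard error 0.45). Tbx18 was lower, at 15.6 ± 5.66 CPM against 31.9 ± 15.8 CPM, a log2 fold change of -1.02 (standard error 0.37). For each of the 3 genes the adjusted p-value was 0.9996 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and when adjusted over the list alone it was 0.0618. Osr2 rested in part on 1 library, since its log2 fold change fell to 0.71 without mutant B. Prdm1 was higher by 0.74 (standard error 0.38). Tbx1, Atf2, Kat2b and Rara lay between -0.21 and 0.68, and none of them had an unadjusted p under 0.05.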

Remarkably these genes are also upregulated at E11.5 in the *Dermo1Cre; Wnt5a* ^*f/f*^ trachea (Figure 5F). The data support a model whereby the expression of Wnt5a modulates the timely activation of the chondrogenic process in tracheal mesenchyme by controlling gene expression associated with chondrocyte differentiation.

**FIGURE 5:**
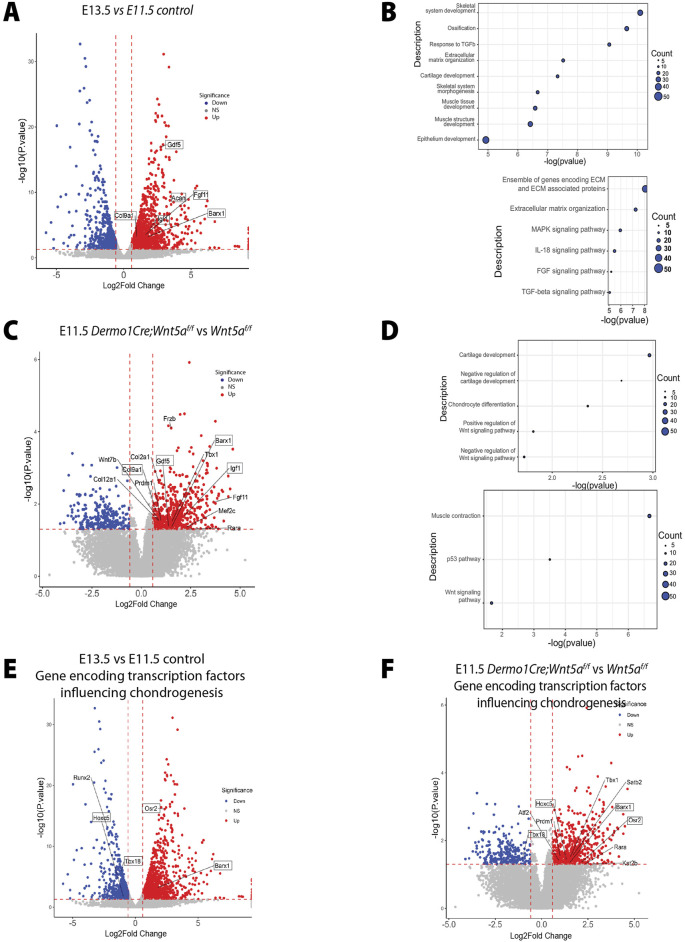
The genetic signature associated with cartilaginous tracheal development is prematurely activated in the absence of Wnt5a. **(A)** Volcano plot depicting E13.5 vs. E11.5 genes of interest which have been differentially regulated. Specifically, *Gdf5, Col9a1, Igf1, Barx1*, and *Acan* are upregulated at E13.5. Blue: downregulated, red: upregulated genes. **(B)** Bubble plots depicting E13.5 vs. E11.5 biological processes and pathway enrichments with significance. **(C)** Volcano plot depicting E11.5 *Dermo1Cre;Wnt5a* ^*f/f*^ vs. *Wnt5a* ^*f/f*^ genes of interest which have been differentially regulated. Specifically, Gdf5, Col9a1, Igf1, and Barx1 are upregulated at E11.5 after the conditional deletion of Wnt5a. Blue: downregulated, red: upregulated genes. **(D)** Bubble plots depicting E11.5 *Dermo1Cre;Wnt5a* ^*f/f*^ vs. *Wnt5a* ^*f/f*^ biological processes and pathway enrichment with significance. **(E, F)** Volcano plot depicting differentially regulated genes of interest encoding transcription factors capable of binding to cis-regulatory regions of chondrogenic genes of E13.5 vs. E11.5 **(E)** and E11.5 *Dermo1Cre;Wnt5a* ^*f/f*^ vs. *Wnt5a* ^*f/f*^ **(F)**. *Osr2* and *Barx1* are upregulated while *Tbx18* and *Hoxc5* are downregulated in the E13.5 vs. E11.5 dataset. *Tbx18*, *Hoxc5*, *Osr2*, and *Barx1* are upregulated in the E11.5 *Dermo1Cre;Wnt5a* ^*f/f*^ vs. *Wnt5a* ^*f/f*^ dataset. Blue: downregulated, red: upregulated genes.

### Coordinated regulation of the chondrogenic program by Wnt ligands

Our *in vitro* studies demonstrated that Notum modulates Wnt5a-induced activity (Figure 1C). On the other hand, deletion of Wnt5a accelerates the chondrogenesis program, a phenotype somewhat opposed to the Notum deficient trachea, wherein chondrogenesis is delayed (Figures 2O, P). We reasoned those molecular signatures contributing to the premature condensation observed in the *Dermo1Cre;Wnt5a* ^*f/f*^ trachea might be downregulated in the Notum model wherein condensation is delayed. To test this concept, we performed gene expression analysis of chondroblast cells of *Notum* deficient tracheas at E13.5, a developmental stage when cartilaginous mesenchymal condensation is already initiated in the wild-type trachea (Figure 6A). 

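Chondroblasts were sorted at E13.5 as the cells negative for EpCAM and for the smooth muscle reporter. The labels and the paper give 3 control and 4 Notum mutant samples, each pooled from 5 tracheas. The comparison here used 2 control libraries (1 per date, total counts 21678194 and 13513213) and 3 libraries labelled mutant, all of the later date (total counts 21521664, 20243059 and 19746625). The deposited estimated counts were summed per gene symbol and rounded. Notum itself measured 13.7 CPM in the earlier control, 86.1 CPM in the later control, and 33.4, 35.4 and 13.7 CPM in the mutants A, B and C, a log2 fold change of -0.85 (standard error 0.75, adjusted p = 0.670 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the later control alone it was -1.76, with all 3 mutants below that library, and against the earlier control alone 0.88. Over both dates the transcript did not separate the groups, which are therefore named as labelled. The column names of mutants B and C share a number whose meaning is not stated, and each was counted as 1 library. The edgeR fit covered 14120 genes. At the study's thresholds 778 genes were higher and 410 lower in the libraries labelled mutant, 1762 genes had an unadjusted p under 0.05, and 0 passed the adjustment, with a smallest adjusted p of 0.0540. Simulated counts with no changed gene gave 495 genes at the study's thresholds. With DESeq2's Wald test, 526 genes had an adjusted p under 0.05. In the simulated counts DESeq2 called 35 genes at that threshold and edgeR 0. Within the later date there was 1 control, which allows a fold change and no test.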

Supporting our published studies, the dataset reveals increased expression of Wnt signaling related genes such as *Axin2, Ctnnb1, Lef1* (Figure 6A). 

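Axin2, a target of Wnt/β-catenin signaling, measured 9.40 ± 1.32 CPM in the libraries labelled Notum mutant (SD, n = 3) and 3.88 ± 0.543 CPM in the controls (SD, n = 2), a log2 fold change of 1.30 (standard error 0.40). Lef1 measured 99.3 ± 7.48 CPM and 32.0 ± 4.60 CPM, a log2 fold change of 1.66 (standard error 0.17). Ctnnb1, which encodes β-catenin, measured 857 ± 86.7 CPM and 704 ± 45.5 CPM, a smaller log2 fold change of 0.31 (standard error 0.12) that stayed below the study's fold threshold. The adjusted p-values were 0.317 for Axin2, 0.0796 for Lef1 and 0.374 for Ctnnb1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.0407, 0.00110 and 0.0774 when adjusted over the list alone. Over all genes Lef1 also passed the adjustment with DESeq2, without the filter and with the Y-linked covariate. Only the later control had almost no Y-linked counts (0.0747 CPM), so the covariate mostly sets that library apart and does not test sex. For each of these genes all 3 mutant libraries lay above both controls, which chance gives in 1 direction or the other for 20% of genes with 3 libraries against 2. Against the later control alone the log2 differences were 1.11, 1.49 and 0.21.

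**Figure D3:**
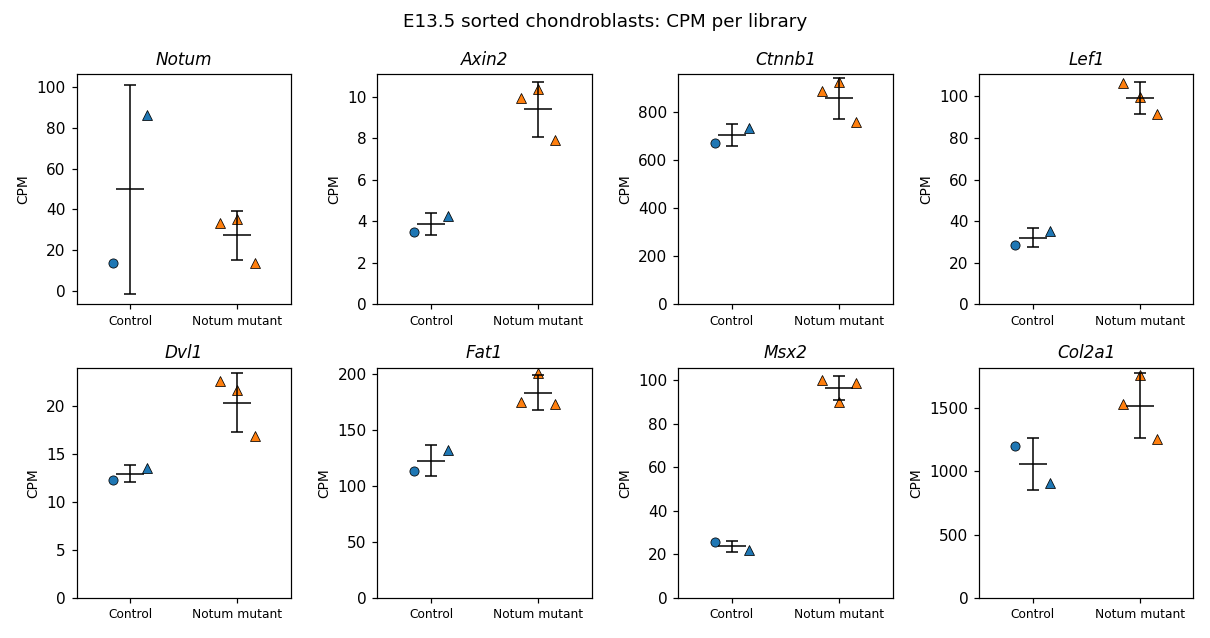
CPM (vertical axis, linear) of 8 genes in sorted chondroblasts at E13.5. Each point is 1 library, circles for the earlier date and triangles for the later date, with 2 control and 3 libraries labelled Notum mutant, and the bars give the mean and SD. Lef1 and Msx2 lie above both controls in every mutant library, while Notum overlaps.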

Our RNA seq data identified several genes associated with Wnt/β-catenin independent signaling pathway differentially regulated in Notum deficient tissue, including Dvl1. 

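Dvl1 measured 20.4 ± 3.09 CPM in the libraries labelled Notum mutant and 13.0 ± 0.887 CPM in the controls, a log2 fold change of 0.67 (standard error 0.26, adjusted p = 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.57 against the later control alone. Of 19 genes of the planar cell polarity pathway, a branch of Wnt signaling that does not use β-catenin, 18 were higher, with a median log2 fold change of 0.57 (camera, adjusted p = 0.00230 over the 7 list tests). With only the later control, 11 were higher and 8 lower, with a median of 0.47, and against the earlier control alone 15 were higher and 4 lower. The call held under fry (p = 0.0211) and not with the correlation between genes estimated (p = 0.0957). The paper reports on genes of this pathway from the same samples, so the list test is not independent of that report.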

Dvl1 is an intracellular transducer mediating different non-canonical Wnt pathways (Sharma et al., 2018). Variants in DVL, together with variants in WNT5a and ROR2, have been associated with Robinow syndrome, a condition associated with skeletal malformations (Konopelski Snavely et al., 2023). 

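Fat1 measured 183 ± 15.3 CPM in the libraries labelled Notum mutant and 122 ± 14 CPM in the control chondroblasts, a log2 fold change of 0.60 (standard error 0.13, adjusted p = 0.256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the 3 mutant libraries above both controls. Against the later control alone the difference was 0.47. Its log2 fold change lay between 0.47 and 0.70 as each library was left out. Cdh2, another cadherin of Fig. 6A, was higher by 0.67 (standard error 0.11, adjusted p = 0.200). Both genes passed the adjustment with DESeq2 and with no other alternative.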

We also detected upregulation of Fat1 a gene associated with PCP, encoding an atypical cadherin playing a critical role in directed cell migration and cell-cell contact (Peng et al., 2021) (Figure 6A). Despite these changes in gene expression associated with non-canonical Wnt signaling supporting a potential increase in the pathway activity, we did not observe a significant increased expression of *Wnt5a* in *Notum* deficient tracheas, while levels of Axin2 are increased [Supplementary Figures S2E–H (Gerhardt et al., 2018)]. Interestingly, genes encoding members of the BAF chromatin remodeling complex, Arid1a, Smarca4, and Smarcd2 (Alfert et al., 2019) were upregulated after deletion of Notum (Figure 6A). These genes are critical for lineage specification by modulating chromatin accessibility and interacting with transcription factors to affect gene expression and cellular processes (Barnada et al., 2024).

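Arid1a measured 159 ± 13.1 CPM in the libraries labelled Notum mutant and 91.8 ± 2.63 CPM in the controls, a log2 fold change of 0.82 (standard error 0.12, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smarca4 measured 409.5 ± 54.7 CPM and 300.2 ± 5.77 CPM, a log2 fold change of 0.47 (standard error 0.13, adjusted p = 0.291). Both passed the adjustment with DESeq2 and with no other alternative. Against the later control alone the differences were 0.76 for Arid1a and 0.46 for Smarca4. Smarcd2 did not differ, at 27.0 ± 6.46 CPM and 28.9 ± 10.9 CPM, a log2 fold change of -0.07 (standard error 0.32, adjusted p = 0.946). Smarcd1 had a log2 fold change of 0.76 (standard error 0.37, adjusted p = 0.450). Over the 20 genes of the complex, 15 were higher and the median log2 fold change was 0.34 (camera, adjusted p = 0.0155 over the 7 list tests), a call that held under fry (p = 0.0332) and not with the correlation between genes estimated (p = 0.242). The median was 0.23 against the later control alone, with 15 genes higher. As the paper names this complex from the same samples, the list test is not independent of that report.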

**FIGURE 6:**
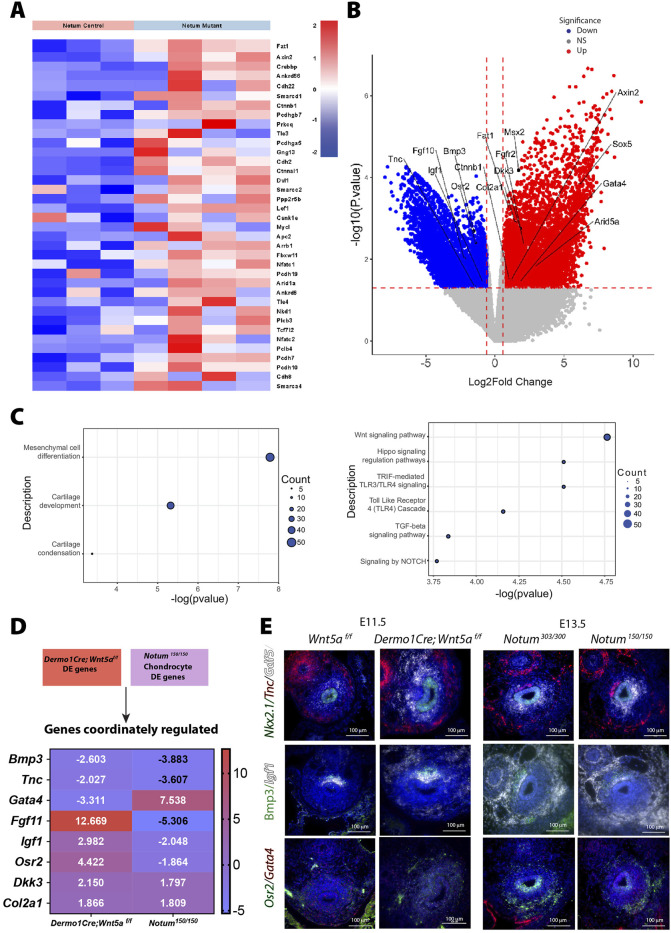
Notum differentially regulates Wnt signaling pathway and cartilage development. **(A)** Heat map demonstrates differential expression of Wnt signaling pathway genes among Notum control (Notum ^300/300^) and mutant (Notum ^150/150^) cells of the tracheal chondroblasts at E13.5. The dataset reveals increased expression of *Axin2, Ctnnb, Dkk3, and Dvl1*. **(B)** Volcano plot depicting genes of interest in Notum mutant (*Notum* ^*150/150*^) vs. control (*Notum* ^*300/300*^) which have been differentially regulated in tracheal chondroblasts. Blue: downregulated, red: upregulated genes. NS: non-significant. **(C)** Bubble plots depicting Notum biological processes and pathway enrichments with significance are shown. **(D)** Heatmap of common genes differentially regulated in cells of *Dermo1Cre;Wnt5a* ^*f/f*^ and *Notum* ^*150/150*^ chondrocytes. *Gata4* appears more upregulated in Notum cells while *Fgf11* and *Osr2* appear more upregulated in *Dermo1Cre;Wnt5a* ^*f/f*^ cells. Blue: downregulated, red: upregulated genes. **(E)** RNA *in situ* hybridization depicts localization of transcripts for Nkx2.1, *Tnc, Gdf5, Bmp3, Igf1*, *Osr2*, and *Gata4* in transverse sections of E11.5 *Wnt5a* ^*f/f*^, *Dermo1Cre;Wnt5a* ^*f/f*^, E13.5 *Notum* ^*303/300*^, and *Notum* ^*150/150*^ tracheas. *Osr2* appears to be more abundant at E13.5 in control tracheas and to some degree in Wnt5a mutant tracheas. *Gdf5* appears more abundant in E11.5 Wnt5a mutant tracheas and in E13.5 controls which validates previous RNAseq findings.

In *Notum* mutant samples, we did observe differential expression of genes mediating mesenchymal cell differentiation, such as *Fgf10, Bmp3, Gata4, Col2a1*, and an increased expression of genes influencing cartilage formation including *Sox5, Msx2*, and *Arid5a* (Figure 6B). 

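Msx2 was among the genes with the smallest p-values of the comparison. It measured 96.3 ± 5.41 CPM in the libraries labelled Notum mutant (SD, n = 3) and 23.7 ± 2.60 CPM in the controls (SD, n = 2), a log2 fold change of 2.05 (standard error 0.15, adjusted p = 0.0540 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the later control alone the difference in Msx2 was 2.13. Gata4 rose from 0.961 ± 1.15 CPM to 14.7 ± 4.13 CPM, a log2 fold change of 3.90 (standard error 0.92, adjusted p = 0.259). The later control, at 0.149 CPM, was under the floor of 3 counts, and the difference to the earlier control alone (1.77 CPM) was 2.95 on the log2 scale. Sox5 and Col2a1 were higher by 0.81 (standard error 0.20) and 0.55 (standard error 0.18), the latter at 1519 ± 255 CPM against 1057 ± 205 CPM and below the study's fold threshold. Fgf10 and Bmp3 were lower, with log2 fold changes of -1.13 (standard error 0.34) and -1.25 (standard error 0.37). Arid5a, at 0.81 (standard error 0.44), depended on 1 control, with a difference of 0.24 to the earlier control alone and 1.69 to the later control alone. None of these genes had an adjusted p under 0.05 in that fit. With DESeq2 Msx2, Gata4 and Sox5 did, and Msx2 also without the filter, with a minimum of 10 counts and with the Y-linked covariate. The others did under none of the alternatives. The covariate mostly sets the later control apart, so passing with it does not test the sex of the pools. Of the 15 genes labelled in Fig. 6B, 12 had an unadjusted p under 0.05 and 12 passed when adjusted over the list alone, which the study chose on these samples.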

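The cartilage gene list was tested in the same way in chondroblasts. Of 19 genes tested, 12 were higher in the libraries labelled Notum mutant, with a median log2 fold change of 0.42, which did not pass the threshold against the other genes (limma's camera, adjusted p = 0.297 over the 7 list tests). The median was 0.22 against the earlier control alone and 0.36 against the later control alone.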

Further, genes involved in cartilage development, condensation, and mesenchymal cell differentiation were largely induced based on the functional enrichment analysis. 

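For Wnt signaling, 9 targets of the β-catenin branch were tested as 1 list, among them Axin2, Lef1, Tcf7, Nkd1, Sp5 and Rnf43. In the libraries labelled Notum mutant 8 of them were higher and the median log2 fold change was 1.27 (camera, adjusted p = 0.00111 over the 7 list tests). With the later control alone, 7 were higher and the median was 1.11. The call held under fry (p = 0.0103) and not with the correlation between genes estimated, at 0.19 (p = 0.0982).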

Corroborating ours and others published findings, pathways enriched included Wnt signaling, Notch, and TGFbeta (Figure 6C). 

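At the study's thresholds, 353 of the 13613 genes tested in both comparisons were called in the E11.5 libraries labelled Wnt5a mutant and 1111 in the chondroblasts labelled Notum mutant. The lists shared 78 genes where 28.8 would be shared by chance (odds ratio 3.36, Fisher's exact test, 2-sided, p = 1.78e-16). The comparisons have no library in common. The number of shared genes depended on the test, with 120 from DESeq2, 51 from limma voom with sample quality weights, and 3 at an unadjusted p under 0.01, where the overlap was no larger than chance (Fisher's exact test, p = 0.459). It fell to 38 without control E of the Wnt5a comparison.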

We then compared the differentially regulated genes in response to Wnt5a deletion vs Notum deletion and detected a discrete list of commonly regulated genes after deleting either Wnt5a or Notum. For some of these genes, the RNA seq predicted opposite regulation; however, other genes, such as *Col2a1*, were upregulated in both datasets (Figure 6D). 

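Of the 78 shared genes, 66 changed in opposite directions, 53 of them lower in the libraries labelled Wnt5a mutant and higher in those labelled Notum mutant, and 12 changed in the same direction (Fisher's exact test of the directions, p = 1.91e-06). With sample quality weights this was 24 opposite and 27 in the same direction (Fisher's exact test, p = 0.553). The number of genes with a count also differed between libraries. It was highest among the E11.5 libraries in controls D and E (21602 and 21961), and lowest among the chondroblasts in the later control (14551). Unequal detection of weakly expressed genes could give the same directions, and whether it accounts for the shared genes was not tested. Among the genes of Fig. 6D, Gata4 had log2 fold changes of -1.17 in the Wnt5a comparison and 3.90 in the Notum comparison. Osr2 had 1.61 and -0.86, and Tnc had -0.90 and -1.31. Igf1 had 0.46 (standard error 0.28) and -0.66 (standard error 0.23), and Fgf11, whose level in the Wnt5a comparison was set apart by mutant B, had 0.77 (standard error 0.36) and 0.14 (standard error 0.29). Gata4, Osr2 and Tnc passed the study's thresholds in each comparison, and Igf1 and Bmp3, both lower, in the Notum comparison. Col2a1 and Dkk3 were higher in each without passing them in either. The paper states from this comparison that some genes are regulated in opposite ways and others alike.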

A delayed chondrogenic program in the Notum model could partially explain the data. To validate the findings of the RNAseq studies, we performed RNA *in situ* hybridization in samples of E11.5 *Wnt5a* ^*f/f*^ (control) and *Dermo1Cre; Wnt5a* ^*f/f*^ (mutant) and E13.5 *Notum* ^*300/300*^ (control) and *Notum* ^*150/150*^ (mutant) (Figure 6E). We first tested expression of *Gdf5*, which encodes a secreted growth factor promoting cartilage and bone development. As predicted by the analysis of developmental differential gene expression (Figure 5A), levels of expression of *Gdf5* were low at E11.5 as demonstrated by the small number of transcripts detected in Wnt5a controls when compared to E13.5 Notum control trachea. On the contrary levels of *Gdf5* transcripts were highly increased in the *Wnt5a* deficient trachea, resembling the E13.5 expression pattern (Figures 5A,C). No differences in expression levels of *Gdf5* are detected in *Notum* control and *Notum* deficient trachea. *Igf1* transcripts, encoding a growth factor necessary for postnatal lung alveologenesis (Gao et al., 2022), were increased in the dorsal and to some degree the ventral mesenchyme of the *Wnt5a* deficient trachea and with a similar expression pattern seen at E13.5 control trachea. No significant differences in *Igf1* expression were observed between control and *Notum* deficient trachea. *Gata4* transcripts, encoding a transcription factor required for muscle development and pulmonary lobar morphology (Ackerman et al., 2007), appear decreased in the distal ventral mesenchyme of *Wnt5a* deficient trachea, and increased in the peripheral ventral mesenchyme of *Notum* deficient trachea. *Osr2* transcripts (Rankin et al., 2012) are observed in an opposite pattern, wherein transcripts are barely detected in Wnt5a tissue and slightly increased in the epithelium of the Wnt5a deficient trachea, while decreased in the epithelium and ventral distal mesenchyme of the *Notum* deficient trachea (Figure 6E).

Since the RNA seq data suggest that the transcriptional program controlled by Wnt5a and Notum are unique to each molecule with limited number of common targets, we tested whether increased levels of Wnt5a could account for delayed chondrogenesis as observed in Notum deficient trachea. For this purpose, we performed ALI culture of explants isolated at E12.5 and incubated with Wnt5a conditioned media or in presence of the Notum inhibitor ABC99. Trachea lung explants were harvested at 42 h, time when condensations were observed in control tracheal tissue (Figure 3A). After collecting the tissue, explants were processed for whole mount immunofluorescence to determine the expression patterns of Sox9 and αSMA. As anticipated, in DMSO treated tracheas Sox9 positive cells condensed forming clear bands of cell aggregates. Strikingly, tracheas incubated in presence of Wnt5a conditioned media do not condense or condensation was lagging when compared to control DMSO treatment. The finding recapitulates the observed lack of mesenchymal condensation seen after treatment of the trachea-lung explants with ABC99 (Figures 7A, B). The fact that treatment with conditioned Wnt5a media caused the delay of mesenchymal condensations made us consider whether in the Notum mutant the delayed mesenchymal condensation is caused by increased levels of Wnt5a. To test this possibility, we designed a genetic rescue experiment by generating embryos of genotype *Dermo1Cre; Wnt5a* ^*f/wt;*^ *Notum* ^*150/150*^ and we evaluated the presence of mesenchymal condensations at E13.75 in whole mount immunofluorescence (Figure 7C). The Sox9 staining revealed that condensations were visible in the control embryos (*Wnt5a* ^*f/wt*^ *;Notum* ^*300/150*^, *Dermo1Cre; Wnt5a* ^*f/wt*^ *; Notum* ^*300/150*^,or *Dermo1Cre; Notum* ^*300/150*^) and were not detected in the Notum deficient embryos (*Wnt5a* ^*f/wt;*^ *Notum* ^*150/150*^). Strikingly, in embryos of genotype *Dermo1Cre; Wnt5a* ^*f/wt;*^ *Notum* ^*150/150*^, condensations were visible as determined by the Sox9 staining.

**FIGURE 7:**
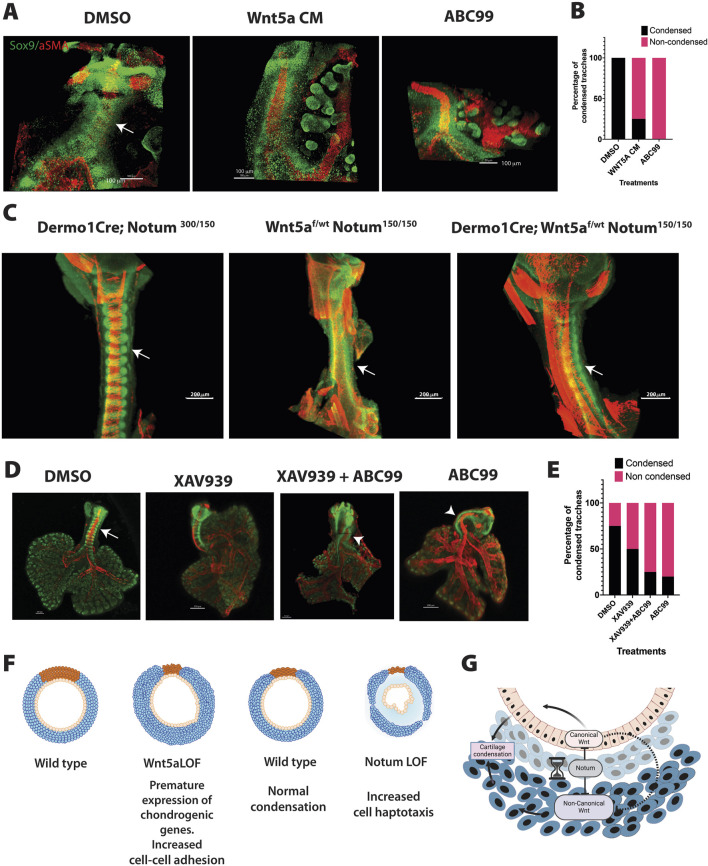
Integration of Wnt5a and Notum activity influence tracheal cartilaginous ring patterning. **(A)** Whole mount immunofluorescence imaging of wild type tracheal lung explants are depicted after 42 h after ALI cultures. Sox9 (green) is expressed in chondroblasts and epithelial cells of the distal lung. αSMA (red) is localized in muscle cells of the dorsal trachea and bronchi. In vehicle treated tracheas, condensations were clearly observed at 42 h (arrow DMSO). In contrast, addition of Wnt5a conditioned media in media culture prevented the formation of cartilaginous mesenchymal condensations, recapitulating the phenotype obtained after treatment with ABC99, a Notum inhibitor. **(B)** Frequency analysis depicting the effects of the treatments based on the whole mount images represented in **(A)**. N = 4–8 per treatment. **(C)** Whole mount immunofluorescence of E13.75 embryos of a Notum Wnt5a allelic series demonstrating the rescue of the timing of mesenchymal condensations by decreasing the Wnt5a expression in Notum deficient background (*Dermo1Cre; Wnt5a* ^*f/wt*^ *; Notum* ^*150/150*^) as demonstrated by the Sox9 staining (green). Images are representative of embryos from three different litters. **(D)** Whole mount immunofluorescence imaging of wild type tracheal lung explants are depicted after 42 h after in ALI cultures. In vehicle treated tracheas, condensations were clearly observed at 42 h (arrow DMSO). While addition of ABC99 prevented the formation of cartilaginous mesenchymal condensations, combined addition of XAV939 with ABC99 did not have effect in rescuing the lack of mesenchymal condensations (arrowhead). **(E)** Frequency analysis depicting the effects of the treatments based on the whole mount images represented in **(D)**. N = 4–5 per treatment. **(F)** The cartoon summarizes the effects of deletions of Wnt5a and Notum in mesenchymal cell condensation and cartilage. Deletion of Wnt5a (Wnt5a LOF) causes premature condensation of chondroblasts associated with increased cell-cell addition and the premature expression of genes promoting mesenchymal condensations at E11.5. On the other hand, after deletion of Notum (Notum LOF), mesenchymal condensations are delayed in association with increased cell directional migration at E13.5. In both models, the normal morphology of the cartilage is disrupted. **(G)** Proposed model integrating Notum, Wnt5a and Wnt/β-catenin signaling based on findings from this work and previously published studies. Notum balances Wnt signaling in developing trachea by directly inhibiting the activity of both Wnt5a-mediated signaling and Wnt/β-catenin signaling. Indirectly, by modulating activity of canonical Wnt signaling, Notum may also influence canonical Wnt signaling competition with non-canonical Wnt signaling. Created with BioRender.com.

We previously demonstrated that Wnt/β-catenin activity in tracheal mesenchyme is critical for cartilaginous and smooth muscle cell differentiation and patterning (Russell et al., 2023). Since deletion of Notum increases levels of canonical Wnt signaling targets (Supplementary Figure S2) and increased levels of Wnt/β-catenin signaling impair tracheal mesenchymal differentiation (Gerhardt et al., 2018), we also tested whether canonical Wnt signaling could play a role in the delayed chondrogenesis observed in the Notum deficient tracheas. To this purpose, we performed ALI cultures, as previously described, and simoultaneously inhibited Wnt/β-catenin and Notum using XAV939 (Huang et al., 2009) and ABC99, respectively. While pharmacological inhibition of Notum caused lack of mesenchymal condensations at 42 h, inhibition of Wnt/β-catenin, did not have a clear effect on timing of mesenchymal condensations. Furthermore, combined treatment of XAV939 and ABC99 did not rescue the lack of mesenchymal condensations at 42 h in ALI culture (Figures 7D, E). Taken together, the data support a model wherein Wnt5a plays a critical role in controlling the timing of the cartilaginous mesenchymal condensation while Notum attenuates Wnt5a activity.

## Conclusion

Our previous studies demonstrated that ablation of Wnt ligand secretion, primarily acting via Wnt/β-catenin signaling, prevents the formation of cartilage giving rise to collapsed and stenotic trachea surrounded by ectopic muscle. In the present study, we demonstrated that Wnt5a-mediated β-catenin independent signaling supports the timely formation and maturation of the cartilaginous tracheal rings. We also determined functional relationships between Notum and Wnt5a, wherein Notum can inactivate canonical and non-canonical Wnt signaling. Wnt5a deficiency leads to an earlier chondrogenesis, while Notum mutants present a delayed chondrogenesis (Figure 7C). Furthermore, increased levels of Wnt5a leads to delayed chondrogenesis recapitulating the phenotype observed after deletion of Notum. Thus, Wnt5a, likely via PCP/JNK and Calcium pathways, is required as a checkpoint to prevent premature mesenchymal condensation, while Notum balances levels of canonical and non-canonical Wnt signaling necessary for the timing of tracheal mesenchymal condensations (Figures 7F–G).

### A role for Notum in the regulation of non-canonical Wnt signaling

A large body of literature has focused on the role of Notum as a regulator of Wnt/β-catenin signaling in in vitro studies and different animal models (Kakugawa et al., 2015; Madan et al., 2016; Zhang et al., 2015). Our previous studies have demonstrated a critical role for Notum in regulating canonical Wnt signaling *in vitro* and *in vivo* during tracheal development (Gerhardt et al., 2018). Furthermore, since Notum can modulate Wnt/β-catenin, inhibition of Notum might be putative therapeutics for diseases characterized by increased Wnt/β-catenin signaling. As an extracellular molecule, Notum constitutes an excellent druggable target (Bayle et al., 2021).

While it has been demonstrated that Notum downregulates Wnt/β-catenin signaling, less is known of its effect in non-canonical Wnt signaling. Studies in liver fibrosis indicate that *in vitro*, Notum reduced the Wnt5a-induced pJNK activity in hepatic cells (Li et al., 2019). Our investigations have demonstrated that *in vitro* Notum prevents the non-canonical response induced by Wnt5a. Our *ex-vivo* studies support a model whereby increased, Wnt5a-induced-signaling, leads to the activation of β-catenin independent pathways mediated by PCP/JNK and Calcium resulting in a delayed chondrogenic process recapitulating the observed phenotype in the Notum deficient trachea. Thus, it is likely that augmented Wnt5a activity partially accounts for the delayed mesenchymal process in Notum deficient tracheas.

### Wnt5a and Notum influence chondrogenic programs

At the molecular level, we have identified differentially regulated genes when comparing the tracheal prechondrogenic mesenchyme at E11.5 and the chondrogenic mesenchyme at E13.5. Notably, these genes mediate processes related to ECM organization, pathways encoding ECM and ECM-related genes, and cartilage formation. We also determined that several of these ECM-related and chondrogenic genes were precociously expressed at E11.5 in Wnt5a mutants or downregulated at E13.5 after the deletion of Notum such as Osr2. Besides its role in early respiratory tract specification (Rankin et al., 2012), recent studies have demonstrated a role for Osr2 integrating biomechanical signaling sensing the stiffness and ECM changes characteristic of tumors (Zhang et al., 2024). The constituents of the ECM support cell aggregation in chondrogenic nodules by coordinating the availability and diffusion of signals and inhibitors (Ono et al., 2009) and restrains cells in a compressed form to sustain differentiation induced by the physical compression (Mammoto et al., 2015). The ECM also facilitates the intracellular communication necessary for condensations by supporting gap junctions between cells and reducing the extracellular space between cells thus, increasing the tissue density (Fowler and Larsson, 2020). Simultaneously, changes in ECM composition will affect the fluidity of the mesenchyme promoting patterning (Huycke et al., 2023; Palmquist et al., 2022). Recent studies have shown that Vangl and Wnt5a are required for the fluidity of the pulmonary mesenchyme during sacculation (Paramore et al., 2024). In the present study, we detected that N-cadherin expression is increased at E11.5 in the prechondrogenic mesenchyme of the Wnt5a mutants. The augmented expression of N-cadherin has been associated with active mesenchymal condensation before overt chondrogenic differentiation, and N-cadherin expression is essential for mesenchymal condensation mediating both cell-cell interactions and formation of intracellular adhesion complex (Delise and Tuan, 2002; Wang et al., 2020). Thus, the increased levels of N-cadherin at E11.5 in Wnt5a deficient trachea further support the concept of Wnt5a as a gatekeeper of the timing of mesenchymal condensations via modulating the expression of N-cadherin, ECM, and chondrogenic related genes.

It has been proposed that Wnt/β-catenin dependent and independent signaling can influence each other (Bryja et al., 2009). Whether increased levels of β-catenin mediated signaling play a role in the anomalous condensation observed in Wnt5a deficient tracheas would require further analysis. Our data, based on the expression of canonical targets of Wnt/β-catenin: *Lef1, Axin2, and Notum* (Supplementary Figures S2A–D) does not support this statement.

Our studies demonstrate that Notum, attenuates levels of canonical and non-canonical Wnt signaling to balance the activity of both branches of the pathway [Figure 1C and (Gerhardt et al., 2018)]. In fact, analysis of the gene expression, indicates differential regulation of Wnt signaling after deletion of Notum in the developing trachea, including both Wnt/β catenin dependent and independent targets (Figure 6A). This supports the role of Notum in attenuating both signaling pathways at the transcriptional level, which ultimately will contribute to the proper patterning and timing of the mesenchymal condensations.

### Timing of the condensation and effects on cartilage patterning and shape

After deletion of Wnt5a, the shape and number of cartilages are altered; each ring appears ticker than in the wild type, but the number of rings is reduced. The reduced number of rings might result from geometrical constraints due to the faulty axial elongation observed after the deletion of Wnt5a (Kishimoto et al., 2018; Onesto et al., 2019). Conversely, the shape and timing of the mesenchymal condensation may impact chondrogenesis and the shape of the final cartilage. Studies in zebrafish have demonstrated that the position and longevity of the mesenchymal condensation affect the size and shape of facial cartilages in zebrafish (Paudel et al., 2022). In this model, the interplay of the Fgf and Notch signal is essential to determine the shape of the cartilaginous condensation. In chicken and mouse embryos, Shh mediating signaling is required for proper tracheal ring orientation (Kingsley et al., 2023). Thus, an early condensation may prevent cells from being exposed to signals triggered either by the epithelium or other mesenchymal cells within the trachea or the adjacent heart that will determine each cartilaginous ring’s final shape and size.

On the contrary, Notum is characterized by cartilaginous rings thinner than the wild type, with a mild reduction in the number of cartilaginous rings (Gerhardt et al., 2018). In this model, we demonstrated that mesenchymal condensation is delayed, a phenotype that in the present work is recapitulated *ex vivo* when control tracheas were treated with Wnt5a conditioned medium (Figure 7A). Furthermore, *in vivo*, reduction of Wnt5a partially rescues the delayed mesenchymal condensation in Notum deficient trachea. Thus, the timing of the mesenchymal condensation has an impact on the shape of the cartilage by altering the exposure of cells to signals required for differentiation and maturation of mesenchymal cells into cartilage.

Finally, it should be taken into consideration the likely heterogeneity of the Sox9 positive cells in the tracheal mesenchyme. The heterogeneity of the cells may affect their response to Wnt5a and Notum signaling during the condensation process; however, this analysis is beyond the scope of this study and will be addressed in a follow up manuscript using single cell sequencing.

### Future directions

While we have demonstrated that mesenchymal Wnt5a partially delays tracheal chondrogenesis, at least in part, by influencing the expression of chondrogenic genes via activation of Camk and JNK, and that an excess of Wnt5a leads to delayed mesenchymal condensation, questions about the molecular mechanism remain unanswered. Specifically, what signaling pathway(s) is/are repressed by Wnt5a to ensure the timely expression of genes required for condensation and cartilaginous differentiation? Is Notum working as a timekeeper by balancing Wnt ligand levels (both canonical and non-canonical) enabling the timely formation of cartilaginous condensations? Do Wnt5a and Notum functionally interact to influence ECM-encoding gene expression to affect the fluidity of the tissue and, thus, the timing of mesenchymal condensations? Will the timing of mesenchymal condensation impact other cell lineages, including the dorsal-ventral patterning and differentiation of the tracheal epithelium? Future studies are guaranteed to answer these questions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE260707, GSE241175.

# Supplementary material for: Wnt5a and Notum influence the temporal dynamics of cartilaginous mesenchymal condensations in developing trachea
**Source:** Front Cell Dev Biol. 2025 Apr 9;13:1523833. doi: 10.3389/fcell.2025.1523833
**Supplement:** Supplementary file 2

Supplementary Table 1

|            |                                                                                             |
|------------|---------------------------------------------------------------------------------------------|
| Wnt5af/f   | F: GGT GAG GGA CTG GAA GTT GC<br>R: GGA GCA GAT GTT TAT TGC CTT C                           |
| Dermo1Cre  | F: TGC CAC GAC CAA GTG ACA GCA ATG<br>R: AGA GAC GGA AAT CCA TCG CTC G                      |
| Notum      | F: CTG ACA GCA TGC TCT GTG CG<br>R: ACT ATT CTG CAG ACC GAG CCA GTC                         |
| Sox9KleGFP | 1: GAG GGG CTT GTC TCC AG<br>2: ACA CCG GCC TTA TTC CAA G<br>3: GGC AGC TAC TCT TGA AAT CCA |
| Gamma SMA  | F: CCT ACG GCG TGC AGT GCT TCA GC<br>R: CGG CGA GCT GCA CGC TGC GTC CTC                     |

# Supplementary material for: Wnt5a and Notum influence the temporal dynamics of cartilaginous mesenchymal condensations in developing trachea
**Source:** Front Cell Dev Biol. 2025 Apr 9;13:1523833. doi: 10.3389/fcell.2025.1523833
**Supplement:** Supplementary file 3

| PRIMARY ANTIBODY                                | REFERENCES | SPECIES    | DILUTION | COMPANY                 | CATALOG #   |
|-------------------------------------------------|------------|------------|----------|-------------------------|-------------|
| Anti Actin, Alpha Smooth Muscle-Cy3, monoclonal | [1]        | Mouse      | 1:200    | Sigma Aldrich           | C6198       |
| Anti Actin, Alpha Smooth Muscle, monoclonal     | [2]        | Mouse      | 1:200    | Sigma Aldrich           | A5228       |
| Anti-Sox9, polyclonal                           | [2]        | Rabbit     | 1:200    | Millipore               | AB5535      |
| Human Sox9, polyclonal                          | [3]        | Goat       | 1:50     | R&D                     | AF3075      |
| Nkx2.1                                          | [4]        | Rabbit     | 1:200    | Seven Hills Bioreagents | R1231       |
| Nkx2.1                                          | This study | Guinea Pig | 1:200    | Seven Hills Bioreagents | GP237       |
| Anti-Mo CD326 (EpCAM) APC                       | [5]        | Mouse      | 1:200    | Invitrogen              | 17-5791-82  |
| Anti-N Cadherin                                 | [6]        | Rabbit     | 1:100    | Abcam                   | Ab76057     |
| <b>SECONDARY ANTIBODY</b>                       |            |            |          |                         |             |
| Donkey anti Mouse IgG (H+L), 350                |            |            | 1:200    | Invitrogen              | A10035      |
| Donkey anti Rabbit IgG (H+L), 350               |            |            | 1:200    | Invitrogen              | A10039      |
| Donkey anti Goat IgG (H+L), 488                 |            |            | 1:200    | Jackson Immuno          | 705-546-147 |
| Donkey anti Guinea Pig (H+L), 488               |            |            | 1:200    | Jackson Immuno          | 706-545-148 |
| Donkey anti Mouse IgG (H+L), 488                |            |            | 1:200    | Invitrogen              | A21202      |
| Donkey anti Rabbit IgG (H+L), 488               |            |            | 1:200    | Invitrogen              | A21206      |
| Donkey anti Mouse IgG (H+L), 594                |            |            | 1:200    | Invitrogen              | A21203      |
| Donkey anti Rabbit IgG (H+L), 594               |            |            | 1:200    | Invitrogen              | A21207      |

1. Yin, W., et al., *The potassium channel KCNJ13 is essential for smooth muscle cytoskeletal organization during mouse tracheal tubulogenesis*. Nat Commun, 2018. **9**(1): p. 2815.
2. Snowball, J., et al., *Endodermal Wnt signaling is required for tracheal cartilage formation*. Developmental biology, 2015. **405**(1): p. 56-70.
3. Gerhardt, B., et al., *Notum attenuates Wnt/betacatenin signaling to promote tracheal cartilage patterning*. Developmental biology, 2018.

4. Cornett, B., et al., *Wntless is required for peripheral lung differentiation and pulmonary vascular development*. Developmental biology, 2013. **379**(1): p. 38-52.
5. Kuwahara, A., et al., *Delineating the early transcriptional specification of the mammalian trachea and esophagus*. Elife, 2020. **9**.
6. Piprek, R.P., et al., *N-Cadherin Is Critical for the Survival of Germ Cells, the Formation of Steroidogenic Cells, and the Architecture of Developing Mouse Gonads*. Cells, 2019. **8**(12).

# Supplementary material for: Wnt5a and Notum influence the temporal dynamics of cartilaginous mesenchymal condensations in developing trachea
**Source:** Front Cell Dev Biol. 2025 Apr 9;13:1523833. doi: 10.3389/fcell.2025.1523833
**Supplement:** Supplementary file 6

## SUPPLEMENTARY MATERIAL

### Table1:

Primers utilized for genotyping.

### Table 2:

Antibodies used for the studies.

### Supplementary Figure1: Cell sorting strategy distinguishes major cell types in developing trachea.

A) Dot plots and density plots display the gating strategy utilized to isolate epithelial (APC+), muscle cells (GFP+), and chondroblasts (APC-GFP-, double negative DN) from the total pool of live cells. B) Gene expression profile as determined by qRT-PCR confirmed the identity of the different cell populations. *Sox9* is highly expressed by APC-GFP- cells. *Myocd* transcripts are present in GFP+ cells but not detected in APC+ or APC-GFP- cells. *Nkx2.1* expression was only detected in APC+ cells.

### Supplementary Figure2: Regulation of Wnt targets after deletion of *Wnt5a* and *Notum*

A) RNA scope in situ hybridization demonstrates that levels of levels of *Notum* are not affected after deletion of *Wnt5a*, based on staining and mean intensity quantification (B) (N=3-4). C) Likewise, levels of *Lef1* and *Axin2* transcripts are not increased after deletion of *Wnt5a*. D) Mean intensity quantification for panel C. E) *Wnt5a* transcript levels are not affected after deletion of *Notum*. F) Mean intensity quantification for panel E. G) RNA in situ hybridization after *Notum* deletion shows increased levels of transcripts for *Axin2*. H) Mean intensity levels for panel G, N=3-4. Representative images are shown. Eso= esophagus, Tr= trachea.

### Video:

Time-lapse imaging depicts the cartilaginous mesenchymal condensation in *Sox9KI eGFP* trachea lung tissue subjected to different conditions. Tissue was isolated at E12.5 and cultured at the air-liquid interphase. Timelapse videos were recorded overnight, 10x

images were acquired every 30 minutes, between 24 and 42 hours from the beginning of the incubation. In vehicle treated (DMSO) samples, condensations were observed around 30 hours post incubation (video 1), while Treatment with ABC99, a Notum inhibitor, prevented cartilaginous mesenchymal condensations at 42 hours compared to control (arrow in the video 2). On the other hand, KN93 (calmodulin kinase (CamK) inhibitor) and the JNK inhibitor treatments cause earlier condensation at 24 hours of incubation compared to controls (arrows in videos 3 and 4). Note that neither treatment caused toxicity as pulmonary branching occurred uneventfully (asterisk in the lung) regardless of the chemical addition.

How the deposited data were processed for this re-analysis (not part of the article)

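RNA was sequenced from whole mouse tracheas at E11.5 and from cells sorted from tracheas at E13.5. The E11.5 samples were controls (Wnt5a f/f) and mutants in which Dermo1Cre, a recombinase of the mesenchyme, deletes Wnt5a. The E13.5 samples were control epithelium (EpCAM positive), control muscle (positive for the smooth muscle reporter γSMAeGFP), control chondroblasts (negative for both) and chondroblasts of Notum 150/150 mutants. Samples are listed as pools of 5 tracheas, and RNA was amplified with the SMART-Seq v4 kit before sequencing.

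The authors deposited expected counts, that is estimated counts that need not be whole numbers, as 1 table of 47248 entries named by gene symbol and 22 columns of values, without normalization and with replicates kept apart. Of the values used, 56.0% were fractional. Several entries shared a symbol for 9286 of the 26202 symbols, and 0 entries had a blank name. The paper's methods name DESeq2 for testing and Cufflinks for FPKM. The paper's text does not name the aligner, the counting tool, the genome build or the annotation behind this table, so no coordinates are given, and reads shared between near-identical or overlapping genes cannot be traced. A RefSeq table of assembly GRCm38.p6 was used only to check names, and 26155 symbols matched it.

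Columns were assigned to conditions by their names. Of the 22 columns, 18 matched 1 group each and 4 matched no label and were not used. The E11.5 groups have 5 control and 4 mutant libraries, as in the paper. The E13.5 groups have 2 epithelium, 2 muscle, 2 control chondroblast and 3 mutant chondroblast libraries, where the labels list 3, 3, 3 and 4. The column names carry no replicate number of the labels, so the control genotypes of the labels could not be assigned to columns. They carry 1 of 2 dates for the sorted cells. Libraries are lettered within a group in the order of their columns. The labels list separate samples, so each library was counted as 1 replicate. No 2 libraries of a group had the same counts within sampling noise, with a chi-square of at least 18.8 per gene in the closest pair, so none repeats the values of another. This does not exclude 2 libraries made from 1 sample. The column names of Notum mutants B and C share a number whose meaning is not stated, and their chi-square was 34.0 per gene, against 18.8 and 22.2 to mutant A.

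The entries of each symbol were summed and rounded to whole numbers. Summing hides differences between transcripts of a gene. Total counts ran from 6880665 to 21678194 per library. A floor of 3 counts corresponds to 0.436 CPM in the smallest library and 0.138 CPM in the largest, before TMM scaling. The kit adds no molecular identifiers, so the floor covers counting error only. Genes with at least 1 CPM in more than 50% of the libraries of a group in the fit were tested. Counts were normalized by TMM and compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), 2-sided, with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was taken as its size divided by the square root of F. The comparisons were Wnt5a mutant against control, Notum mutant against control chondroblasts, the 3 sorted control populations in 1 fit, and control chondroblasts at E13.5 against control tracheas at E11.5. Genes were counted at the study's thresholds (unadjusted p under 0.05 and fold change over 1.5) and at an adjusted p under 0.05. Levels in the text are CPM scaled over 18 libraries, with the SD between libraries.

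Lists of cartilage, smooth muscle, skeletal muscle, Wnt/β-catenin target, planar cell polarity and BAF complex genes were tested, 7 tests in all, with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01. These lists stand in for the annotation terms the study used. Lists of neural, erythroid, heart muscle, dissociation-induced and Y-linked genes were summed per library as CPM. Calls shared by the Wnt5a and Notum comparisons were tested with Fisher's exact test. The genes named in the text are those the paper names for these comparisons (Figs. 1B, 5, 6A, 6B and 6D and the text), the targeted genes, and up to 3 genes per direction with the largest change among those past the adjustment whose groups do not overlap, or with the smallest p where none passed. A gene among these is not reported here.

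In simulated counts with 200 genes changed 4-fold, edgeR recovered 167 of them at an adjusted p under 0.05 with 14 false calls in the Wnt5a design, 124 with 8 false calls in the Notum design, and 9 with 3 false calls between chondroblasts and muscle, where it has 2 libraries a side. DESeq2 recovered 184, 144 and 73, with 50, 64 and 124 false calls. Other splits of the 9 E11.5 libraries were drawn 100 times, and 100 simulations of unchanged groups were drawn for comparisons that share controls.

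The alternatives tried were DESeq2 1.42.0, DESeq2's size factors within edgeR, library size without TMM factors, no filter, a minimum of 10 counts in every library, limma voom with sample quality weights, the Y-linked genes as a covariate for sex, 18 libraries in 1 fit, a term for the date, fry and camera with estimated correlation for the lists, and leaving out each library in turn. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.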

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

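The tests of the control library with the lowest depth and of the number of skeletal muscle cells were chosen only after the result was seen.

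Myog and Myod1, which the paper does not discuss, were higher in the E11.5 libraries labelled Wnt5a mutant, with log2 fold changes of 2.42 and 1.91 (adjusted p = 0.0133 and 0.0188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Myog lay between 60.4 and 85.0 CPM in the 4 mutant libraries and between 7.21 and 20.2 CPM in the 5 controls. Only the real split among 100 splits of the 9 libraries gave 2 genes with an adjusted p under 0.05, which is 1 of 100. The tables argue against the sex of the pools as the whole cause, because with Y-linked genes as a covariate the larger unadjusted p of the 2 genes was 5.89e-06 in edgeR's test. They also argue against control E, the library with the lowest total count, as the cause, because without it that p was 5.49e-06 in edgeR's test. The skeletal muscle list, of which 11 of 12 genes were expressed highly enough in these tracheas to be tested, Myog and Myod1 among them, was higher in 10 genes by a median of 1.28, with a camera p of 2.99e-18 in limma, and 1 of 100 splits, the real one, gave a p as small. The list summed to 187 to 246 CPM in the mutant libraries and 66.8 to 168 CPM in the controls. Its genes did not all follow. Tnnt1, among the most abundant, lay between 24.4 and 33.9 CPM in the mutants and 7.88 and 15.3 CPM in the controls, while Chrna1 lay between 26.2 and 36.4 CPM in the mutants and 22 and 91.1 CPM in the controls. The smooth muscle list had a median of -0.01, and the heart muscle list overlapped between the groups, with 52.8 to 190 CPM in the mutants and 43.6 to 380 CPM in the controls. A candidate explanation is more skeletal muscle cells or precursors in the pools labelled mutant. Whether they would come from the genotype or from what was dissected stays open, and no test here separates the 2. The log2 fold change of Myog lay between 2.28 and 2.61 in the 9 fits that each left out 1 library, and its adjusted p between 0.00449 and 0.104 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with that of Myod1 between 0.0327 and 0.120. Neither gene passed with 18 libraries in 1 fit.

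Control B of the E11.5 tracheas lay far from the other 4 controls in 5 values. It had 159 CPM of Wnt5a (62.6 to 89.8 in the others), 15.0 CPM of Notum (1.57 to 5.17), 319 CPM of Col2a1 (90.8 to 143), 62.4 CPM summed over the neural list (214 to 259) and 3485 CPM summed over the list of genes induced when tissue is dissociated (286 to 572). Its total count, 20034364, was the highest of the controls, and its 10 most abundant genes took 4.29% of the counts, within the range of the other E11.5 libraries. Without control B the log2 fold change of Wnt5a went from -0.20 to 0.052, that of Notum from 0.24 to 1.06 and that of Col2a1 from 0.46 to 0.85, and the count of genes at the study's thresholds from 546 to 935. All 5 controls carry the same label, and no explanation was tested.

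Mutant D had 4378 CPM summed over the dissociation list against 215 to 380 CPM in the other 3 mutants. The sorted libraries had 2107 to 14947 CPM. According to the labels, tissue of both ages was treated with TrypLE. No cause was tested. Mutant D also had the highest Wnt5a (126 CPM) and Col2a1 (417 CPM) of the mutants and the lowest sum over the neural list (57.7 CPM, against 150 to 503), the same directions as in control B. The column names of these 2 libraries carry the same number. Neither the labels nor the paper say what it marks, so whether their values arose together stays open. Without mutant D the count of genes at the study's thresholds in the Wnt5a comparison was 395, and the log2 fold change of Col2a1 was -0.030.

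Kat2b measured 8.62 CPM in control E and 3.21 to 4.50 CPM in the other controls, and without control E its log2 fold change in the Wnt5a comparison went from -0.21 to 0.092. Fgf11 measured 11.6 CPM in mutant B and 4.08 to 5.25 CPM in the other mutants, and without mutant B its log2 fold change fell from 0.77 to 0.32. No cause was tested for either gene.

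Xist, which is transcribed from the inactive X chromosome, measured 353 CPM in mutant C and 0.164 to 1.00 CPM in the other mutants. The Y-linked genes summed to 0.171 CPM in mutant C and 145 to 181 CPM in the others. The controls had 36.2 to 214 CPM of Xist and 1.61 to 173 CPM of the Y-linked genes. With the Y-linked genes as a covariate the count at the study's thresholds was 420, and 2 genes passed the adjustment. Mutants A, B and D thus had Y-linked counts with little Xist, and mutant C the reverse, while controls A, C, D and E had both. Whether the mutant pools hold as many tracheas as listed cannot be read from the counts. No sex of the pools is used here, and no cause was tested.

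Of 86 groups of values tested for a library far from the others, 9 had one, where 4.3 would have one by chance, and of the 9 control B had 5, so they are not independent.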

How the results depend on the processing

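The term for the date, the fit of 18 libraries in place of the 22 first listed, the separate fit of each deposited entry and the fits of the shared genes without 1 library were chosen after seeing the data. For every change below the cause was not tested, except that leaving out a library or a filter changes how many libraries or genes are tested. Counts are at the study's thresholds unless an adjusted p is named, and adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named.

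In the Wnt5a comparison 546 genes, 32.1% of them higher, became 1451 without the filter (16.6% higher, 241 against 1210 lower) and 282 with 18 libraries in 1 fit. The share that was higher became 41.6% with library size only, 40.5% with the Y-linked covariate and 55.8% with limma voom (331 higher, 262 lower). The 2 genes past the adjustment became 40 with DESeq2, 5 with library size only, 9 without the filter, 7 with limma voom and 0 with 18 libraries in 1 fit, where 387 genes had an unadjusted p under 0.05. In the Notum comparison 1188 genes, 65.5% of them higher, became 754 with limma voom (54.4%), 1826 with the Y-linked covariate (74.9%) and 787 with 18 libraries in 1 fit, and 77.0% were higher with library size only. The count past the adjustment, 0 beside 1762 genes at an unadjusted p under 0.05, became 526 with DESeq2, 42 without the filter, 5 with a minimum of 10 counts, 9 with limma voom, 56 with the Y-linked covariate and 9 with 18 libraries in 1 fit. It stayed 0 with DESeq2's size factors and with library size only, beside 1783 and 1817 genes at an unadjusted p under 0.05.

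Between chondroblasts and muscle 749 genes became 1137 without the filter and 1315 with limma voom, and the 18 genes past the adjustment became 255 with DESeq2, 305 without the filter, 31 with a minimum of 10 counts and 66 with limma voom. The count past the adjustment went from 375 to 1554 with DESeq2 and 1463 without the filter between chondroblasts and epithelium, from 490 to 1827 and 1620 between epithelium and muscle, and from 1835 to 3493 with DESeq2 and 734 with limma voom between E13.5 chondroblasts and E11.5 tracheas. In simulated counts with no changed gene DESeq2 called 7 genes in the Wnt5a design, 35 in the Notum design, 77 between chondroblasts and muscle and 19 between the ages, and edgeR 0 in each, with 467, 495, 595 and 607 at the study's thresholds. DESeq2's size factors within edgeR kept all 12 of these counts within 1.5 times, and the date term all 6 of the sorted cells.

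With estimated correlation the Wnt/β-catenin target list (median 1.27, p = 0.0982 from limma's camera), the planar cell polarity list (median 0.57, p = 0.0957) and the BAF list (median 0.34, p = 0.242) were no longer past the threshold. The other 4 lists kept their side of it, and all 7 did under fry. The 78 genes shared by the Wnt5a and Notum comparisons became 120 with DESeq2, 51 with limma voom and 3 at an unadjusted p under 0.01. Of these, 66 of the 78 went in opposite directions in the 2 comparisons, 97 of the 120, 24 of the 51 and 2 of the 3.

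Among named genes, limma voom reversed Wnt5a (0.044), Mef2c (-0.066), Wnt7b (0.072), Runx2 (0.057) and Kat2b (0.030) in the Wnt5a comparison, Notum (0.053) and Smarcd2 (0.064) in the Notum comparison, and Rara (-0.0094) between the ages. The Y-linked covariate reversed Notum (0.82), Pcdhga5 (-0.013), Arrb1 (-0.059) and Smarcd2 (0.31) in the Notum comparison, and library size only reversed Wnt5a there (0.015). Over all named genes and alternatives, 1957 gene values kept their direction and side of the study's thresholds or, in fits that left 1 library in a group and so have no test, moved by less than the SD, in some cases with a change of sign, 62 passed them newly, 49 no longer passed them and 30 reversed. A further 120, from fits with no test, moved by more than the SD.

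Leaving out each E11.5 library in turn, the Wnt5a comparison gave from 320 genes (without control D) to 935 (without control B), with 332 without control E (223 higher, 109 lower) and 341 without mutant B. From 0 to 3 genes passed the adjustment. The 5 fits with 0 (without control B, C or D, mutant A or mutant D) had from 381 to 1061 genes at an unadjusted p under 0.05. The log2 fold change ran from -0.43 to 0.052 for Wnt5a, -0.35 to 0.13 for Wnt7b, -0.060 to 0.26 for Mef2c, -0.23 to 0.12 for Rara, -0.15 to 1.06 for Notum, -0.030 to 0.85 for Col2a1 and -0.32 to 0.092 for Kat2b. The direction changed without control B for Wnt5a and Wnt7b, without mutant A for Wnt5a, Mef2c, Rara and Wnt7b, without mutant B for Wnt7b, without mutant D for Notum and Col2a1, and without control E for Kat2b. The cartilage list ran from -0.10 to 0.44 and reversed in 3 of 9 fits, without control D, mutant C or mutant D. It passed the threshold in 3 others, without control A, control B or mutant A. The smooth muscle list ran from -0.11 to 0.23 and changed the sign of its median or its direction against all genes in 7 of 9 fits, and that of the skeletal muscle list from 1.13 to 1.76. In the Notum comparison the count ran from 670 (without mutant B) to 1031, with 697 without mutant A. Each of these 3 fits had 0 genes past the adjustment and from 835 to 1352 at an unadjusted p under 0.05. The log2 fold change ran from -0.26 to 0.56 for Nfatc1, -0.13 to 0.031 for Wnt5a, -0.035 to 0.26 for Fgf11, -0.46 to 0.33 for Smarcd2 and -1.76 (without control A) to 0.88 (without control B) for Notum. With a test, it changed direction without mutant B for Nfatc1 and without mutant C for Wnt5a, Fgf11 and Smarcd2. In the fits with 1 control, which have no test, it also changed direction without control A for Nfatc1, Fbxw11, Tcf7l2 and Fgfr2, and without control B for Notum, Fgf11, Smarcd2, Pcdhga5, Arrb1, Pcdh19 and Ankrd6. The median of the cartilage list ran from 0.22 to 0.49 and that of the BAF list from 0.23 to 0.40. Of the counts past the adjustment, that between chondroblasts and epithelium was 244 without muscle A and 254 without muscle B, that between epithelium and muscle 254 and 264 without chondroblast control A and B, and that between the ages ran from 866 (without E11.5 control D) to 1883. Between the ages Nkx2-1 ran from -2.10 to 1.28 and Runx2 from -1.70 to 0.72, with the direction changed without E11.5 control B or D for Nkx2-1, without E11.5 control E for Runx2 and, with no test, without chondroblast control A for both, which gave the upper values. Without chondroblast control B, also with no test, Frzb, Rara, Prdm1, Atf2 and Kat2b changed direction. The shared genes ran from 38 (without control E) to 103 (without control B) over 12 fits, with 43 without Wnt5a mutant B, and 48 and 41 without Notum mutants A and B.

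By the sample numbers of the labels, no paired analysis was possible because the column names carry none of these numbers. The E11.5 column names do carry numbers, 4 of them in both groups, and neither the labels nor the paper say what these mark. An exploratory fit with the numbers of the column names was made. It is not used and its result is not given here, because their meaning is not stated. Every value for the Wnt5a comparison therefore rests on an unpaired fit. Whether a paired fit would change these values is left open. Control B and mutant D, with the same number, had dissociation sums of 3485 and 4378 CPM, above all other E11.5 libraries. If the numbers mark a shared source, an unpaired fit counts such shared differences as spread. The overlap of the groups in Wnt5a and Col2a1 and the cartilage list result therefore do not exclude a difference within numbers. As the columns match no numbered sample, the fit with only the control labelled Notum 300/300 was not run. With 2 libraries a side, edgeR recovered 9 of 200 genes simulated as changed 4-fold between chondroblasts and muscle, so the low count past the adjustment there says little on genes that did not pass.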

Differences from the paper's values

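The values of Fig. 6D are signed linear fold changes, and those given here are on that scale. The alternatives named are those set before the data were examined, unless the sentence says otherwise.

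In the Wnt5a comparison Bmp3 is at about -2.6 in Fig. 6D, read by eye, and was -1.37 here. Without mutant C it was -1.72, within the spread of the paper's value, and no other alternative closed the gap. In the Notum comparison Bmp3 is at about -3.9 in Fig. 6D, read by eye, and was -2.39 here, and it came within the spread without mutant A (-2.80) and without the earlier control, control A (-3.28), but under no other alternative. Tnc in the Notum comparison is at about -3.6 in Fig. 6D, read by eye, and was -2.48 here, and none of the alternatives closed the gap. Fgf11 is at about 13 in Fig. 6D, read by eye, in the Wnt5a comparison and was 1.70 here, and at about -5.3 in Fig. 6D, read by eye, in the Notum comparison and was 1.10 here, with the opposite sign. None of the alternatives closed either gap. Igf1 is at about 3.0 in Fig. 6D, read by eye, in the Wnt5a comparison and was 1.38 here, and no alternative closed the gap. In the Notum comparison Igf1 is at about -2.0 in Fig. 6D, read by eye, and was -1.58 here. With limma voom (-1.65), the Y-linked covariate (-1.66), or without control B (-1.8) or mutant C (-1.85), it came within the spread, and not under the others. Dkk3 is at about 2.2 in Fig. 6D, read by eye, in the Wnt5a comparison and was 1.49 here, and only leaving out mutant C (1.73) closed the gap. Dkk3 is at about 1.8 in Fig. 6D, read by eye, in the Notum comparison and was 1.32 here, and only leaving out control A (1.65) closed the gap. Col2a1 in the Notum comparison is at about 1.8 in Fig. 6D, read by eye, and was 1.46 here. It came within the spread with library size only (1.56), without control A (1.65) and without mutant C (1.59), and not under the others. The remaining values of Fig. 6D, those of Tnc, Gata4, Osr2 and Col2a1 in the Wnt5a comparison and of Gata4 and Osr2 in the Notum comparison, differed by less than the spread between libraries.

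In a setting chosen after seeing the values, each deposited entry was fitted by itself with DESeq2 in place of the sum per symbol. A gene then has as many values as entries. In the Wnt5a comparison the entries of a gene ran from -3.11 to -1.13 for Bmp3, 1.19 to 4.38 for Igf1, 1.57 to 5.56 for Fgf11, 1.12 to 1.8 for Dkk3 and 1.27 to 2.08 for Col2a1. In the Notum comparison they ran from -3.87 to 1.66 for Bmp3, -3.44 to 1.01 for Tnc, -2.55 to 3.02 for Igf1, -1.25 to 1.49 for Fgf11, 1.09 to 3.04 for Dkk3 and 1.29 to 1.45 for Col2a1. In the Notum comparison the entries of Bmp3, Tnc, Igf1 and Fgf11 had both signs. Some entries lie near the value of the figure, such as -3.87 for Bmp3, -3.44 for Tnc and -1.91 for Igf1 there and 3.23 for Igf1 in the Wnt5a comparison, and others do not. Whether the figure rests on single entries stays open.

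Other statements of the paper differed from the values here. Fig. 5F shows Tbx18 as higher in the Wnt5a mutants, and it had a log2 fold change of -1.02. Figs. 5C and 5F show Rara, Wnt7b and Kat2b as higher there, and they had -0.07, -0.13 and -0.21. With limma voom Wnt7b and Kat2b were higher (0.07 and 0.03), and in the fit of single entries, chosen after seeing the values, the linear fold changes ran from -1.57 to 1.53 for Rara and from -1.26 to 1.85 for Wnt7b. Of the other genes these panels show as higher and past the study's thresholds, Gdf5, Igf1, Fgf11, Tbx1, Mef2c, Col2a1, Prdm1 and Atf2 were higher here and did not pass them. Gdf5 passed them with DESeq2, without the filter, with limma voom, with the Y-linked covariate, with 18 libraries in 1 fit, and without control A or mutant A. Igf1 passed them without control C or mutant D. Fgf11 passed them with DESeq2, with library size only, without the filter, with 18 libraries in 1 fit, and without control A, mutant A or mutant D. Prdm1 passed them with library size only, with limma voom and without control E. Tbx1, Mef2c, Col2a1 and Atf2 passed them under none of the alternatives. In the fit chosen after seeing the values the only entry of Gdf5, 2 of 5 of Igf1, 1 of 2 of Col2a1 and 1 of 5 of Atf2 passed them. Dkk3, which Fig. 6D shows as higher in the Wnt5a mutants, had a fold change just under the threshold and passed with library size only, without the filter, with limma voom, and without control B, mutant C or control E.

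For the Notum mutants the paper states that Smarcd2 was higher, and its log2 fold change was -0.07, with 0.06 under limma voom and 0.31 with the Y-linked covariate. Of the 33 genes of Fig. 6A that were tested, all were higher in the fit with both controls, as in the figure. Against the later control alone Nfatc1, Fbxw11 and Tcf7l2 were lower. Against the earlier control alone Pcdhga5, Arrb1, Pcdh19 and Ankrd6 were lower. Nfatc1 was also lower without mutant B, and Pcdhga5 and Arrb1 with the Y-linked covariate. Of the 33 genes, 15 passed the study's thresholds. Among the genes that did not, Smarcd1, Prkcq and Nkd1 passed them with DESeq2 and without the filter, Prkcq also with 18 libraries in 1 fit, Smarcd1 also with limma voom, and Smarcd1, Ppp2r5b, Fbxw11, Nkd1, Plcb3 and Pcdh10 with the Y-linked covariate. Ppp2r5b passed with library size only, and Ppp2r5b, Csnk1e, Nkd1 and Plcb3 without mutant C. Ctnnb1, Pcdhgb7, Pcdhga5, Mycl, Arrb1, Nfatc1, Pcdh19, Ankrd6, Tcf7l2 and Smarca4 passed under none of the alternatives, and 2 of 4 entries of Smarca4 passed in the fit chosen after seeing the values. Of Fig. 6B, Fgfr2 passed with the Y-linked covariate, Col2a1 with library size only or without mutant C, and 2 of 5 entries of Arid5a in the fit chosen after seeing the values.

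For the sorted cells the paper cites an earlier study, so its libraries may differ from the 2 per population used here. The paper describes Col2a1 and Sox9 as absent from muscle and epithelium. Col2a1 measured 487 CPM in muscle and 245 CPM in epithelium, and Sox9 207 and 457 CPM in the muscle libraries. It describes Barx1 as excluded from muscle, which measured 0.714 and 2.96 CPM. The legend of Fig. 1B can also be read as placing Notum and Wnt5a outside muscle and epithelium. At the earlier and later date, muscle had 22.8 and 99.3 CPM of Notum and 83.8 and 181 CPM of Wnt5a. Epithelium had 0.815 and 0 CPM of Notum and 42.0 and 17.5 CPM of Wnt5a. Cartilage terms are listed as enriched in Figs. 5D and 6C, and the cartilage list used here, which is not the same set of genes, did not pass the threshold in either comparison, with medians of 0.06 and 0.42. It passed in the Wnt5a comparison without control A, control B or mutant A.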

Other observations

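The tests of the date of the libraries and of red blood cells were chosen only after the result was seen.

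The number of genes at the study's thresholds in the Wnt5a comparison did not stand out from other groupings of the same libraries. As many as the 546 genes of the real split were found in 37 of 100 splits of the 9 libraries, where the median was 412 and the highest 2051. A camera p as small as the real one was found in 33 of 100 splits for the cartilage list and in 64 of 100 splits for the smooth muscle list. The splits ignore the numbers in the column names. The highest count, 2051, came from a split with control D and mutant A, whose names share a number, on the same side. If the numbers mark a shared source, such splits also carry the difference between sources. These splits therefore do not show whether a difference within numbers would stand out.

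The change in the E11.5 libraries labelled Wnt5a mutant was set against the difference between control chondroblasts at E13.5 and control tracheas at E11.5, to ask whether the mutants lie toward the later stage. Across 15170 genes, which are not independent replicates, Spearman's correlation was 0.28, against a median of 0.134 in 100 simulations of unchanged groups that share the same controls, of which the central 95% lay between 0.119 and 0.149. With the stage difference taken over all 9 E11.5 libraries the correlation was 0.173, and 22 of 126 splits gave one as large, with a range from -0.358 to 0.349. An earlier chondrogenic program and an unequal make-up of the 9 libraries unrelated to genotype cannot be told apart, because other splits of the libraries often give as large a correlation. The splits ignore the numbers in the column names here too. For the Notum comparison the correlation was -0.472, against a median of -0.25 in the simulations, between -0.267 and -0.232 for the same share. The control chondroblasts enter both differences with opposite sign, and they correlated less with each other (0.898) than the mutants did (0.956 to 0.973). The simulations gave all groups the same spread per gene, so they may understate this effect. No splits were tried for this comparison, and no shift in stage is read from it.

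More genes were higher than lower in the Notum comparison, 778 against 410 at the study's thresholds. Low capture of weakly expressed genes in 1 control library would concentrate this in weakly expressed genes, and among called genes in the upper 50% of mean expression the share that was higher was 65.5% (317 of 484). That share argues against low capture as the whole cause. All 3 mutant libraries are of the later date, and their mean correlation of log2 CPM with the earlier control exceeded that with the later control by 0.0497 (0.954, 0.935 and 0.960 against 0.903, 0.896 and 0.901). This does not test the date, because the later control, with the fewest genes with a count of the 5 libraries (14551 against 17267 to 19385), correlated as weakly with the earlier control (0.898). The date stays open. With the Y-linked genes as a covariate 1826 genes passed the study's thresholds and 74.9% were higher. The later control alone was near 0 on these genes, so the covariate mostly sets that library apart, and the sex of the pools stays open. So does the genotype of the controls, which was not tested.

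Among the chondroblast libraries, all 9 genes of the erythroid list were highest in control A, where the list summed to 79155.5 CPM against 7657 to 10353 CPM in the other 4. Its most abundant gene, Hba-a1, had 34072 CPM there and 3635 to 5104 CPM in the others, which also express all 9 genes. More red blood cells in that library are a candidate explanation. The only test of it was whether the 9 genes were highest in that library. That restates the pattern and cannot decide, and 1 library is concerned.

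In the sorted controls the sex of the pools goes with the date. The Y-linked genes summed to 151 CPM in chondroblasts, 194 CPM in muscle and 123 CPM in epithelium at the earlier date, and to 0.0747, 0.0631 and 0.0652 CPM at the later date. The Notum mutants had 77.1 to 115 CPM. Muscle A had 454 CPM of Myog and 1071 CPM over the skeletal muscle list, against 33.4 and 113 CPM in muscle B.

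Control chondroblasts at E13.5 differed from control tracheas at E11.5 in 3840 genes at the study's thresholds and 1835 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1033 higher and 802 lower. Stage and sorting cannot be separated in this comparison. The log2 fold change was 2.45 for Col9a1, 3.16 for Igf1, 3.02 for Barx1, 6.10 for Osr2 and -2.46 for Tbx18, each with an adjusted p under 0.05 in that test, which Tbx18 lost with limma voom (0.191) and without E11.5 control D (0.0515 in that edgeR test), and -1.85 for Hoxc5 (adjusted p = 0.324 in that edgeR test).

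For genes the paper examined by in situ hybridization, Gdf5 measured 123 ± 19.2 CPM (SD, n = 3) in the chondroblasts labelled Notum mutant and 123 ± 19.8 CPM (SD, n = 2) in the controls. Igf1 measured 364 ± 99.9 and 584 ± 83.9 CPM, and Wnt5a 222 ± 28.3 and 236 ± 0.952 CPM. In the E11.5 tracheas Axin2 measured 2.82 ± 1.27 CPM (SD, n = 4) in those labelled Wnt5a mutant and 2.98 ± 0.885 CPM (SD, n = 5) in the controls. Lef1 measured 27.9 ± 9.15 and 33.0 ± 8.96 CPM, and Notum 6.52 ± 4.60 and 5.43 ± 5.52 CPM.

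Among the genes with the smallest p-values in the Notum comparison, apart from Msx2, were Sox11, Supt16, Rtl3 and Gm8615, with log2 fold changes of 2.43, -1.70, -1.59 and -6.03. None passed the adjustment, and 1762 genes had an unadjusted p under 0.05. Of the 33 genes of Fig. 6A that were tested, 18 had an unadjusted p under 0.05, 0 passed the adjustment over all genes and 13 passed when adjusted over the list alone, which the study chose on these samples. Of the 11 genes the text names for Wnt signaling, 8 were higher and 6 passed when adjusted over the list alone. Of the 8 genes of Fig. 6D, 6 passed over the list alone in the Notum comparison and 0 in the Wnt5a comparison, where 4 had an unadjusted p under 0.05. Of the 12 genes of Fig. 1B, 1 passed the adjustment over all genes between chondroblasts and muscle, 3 between chondroblasts and epithelium and 4 between epithelium and muscle.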
